# Whole transcriptome analysis of canine pheochromocytoma and paraganglioma

**DOI:** 10.3389/fvets.2023.1155804

**Published:** 2023-08-24

**Authors:** Marit F. van den Berg, Hans S. Kooistra, Guy C. M. Grinwis, Stefano Nicoli, Stefania Golinelli, Lisa Stammeleer, Monique E. van Wolferen, Elpetra P. M. Timmermans-Sprang, Maurice M. J. M. Zandvliet, Frank G. van Steenbeek, Sara Galac

**Keywords:** pheochromocytoma, paraganglioma, adrenal, dog, transcriptome, RNA sequencing, therapeutic target, prognostic marker

## Abstract

Pheochromocytomas and paragangliomas (PPGLs) are neuroendocrine tumors arising from the chromaffin cells in the adrenal medulla and extra-adrenal paraganglia, respectively. Local invasion, concurrent disorders, and metastases prevent surgical removal, which is the most effective treatment to date. Given the current lack of effective medical treatment, there is a need for novel therapeutic strategies. To identify druggable pathways driving PPGL development, we performed RNA sequencing on PPGLs (*n* = 19) and normal adrenal medullas (NAMs; *n* = 10) of dogs. Principal component analysis (PCA) revealed that PPGLs clearly clustered apart from NAMs. In total, 4,218 genes were differentially expressed between PPGLs and NAMs. Of these, 232 had a log_2_ fold change of >3 or < −3, of which 149 were upregulated in PPGLs, and 83 were downregulated. Compared with NAMs, PPGLs had increased expression of genes related to the cell cycle, tumor development, progression and metastasis, hypoxia and angiogenesis, and the Wnt signaling pathway, and decreased expression of genes related to adrenal steroidogenesis. Our data revealed several overexpressed genes that could provide targets for novel therapeutics, such as Ret Proto-Oncogene (*RET*), Dopamine Receptor D2 (*DRD2*), and Secreted Frizzled Related Protein 2 (*SFRP2*). Based on the PCA, PPGLs were classified into 2 groups, of which group 1 had significantly higher Ki67 scores (*p* = 0.035) and shorter survival times (*p* = 0.04) than group 2. Increased expression of 1 of the differentially expressed genes between group 1 and 2, pleiotrophin (*PTN*), appeared to correlate with a more aggressive tumor phenotype. This study has shed light on the transcriptomic profile of canine PPGL, yielding new insights into the pathogenesis of these tumors in dogs, and revealed potential novel targets for therapy. In addition, we identified 2 transcriptionally distinct groups of PPGLs that had significantly different survival times.

## 1. Introduction

Pheochromocytomas and paragangliomas (PPGLs) are neuroendocrine tumors arising from the chromaffin cells in the adrenal medulla (pheochromocytomas, PCCs) or extra-adrenal paraganglia (paragangliomas, PGLs) (1, 2). When biochemically functional, they secrete excessive amounts of catecholamines, causing a variety of nonspecific, potentially fatal, clinical signs, such as tachyarrhythmias, hypertension, abdominal pain, and tachypnea. Clinical signs also can be related to the space-occupying or invasive nature of the mass (1, 3, 4).

Vascular invasion is observed in up to 82% of dogs with PPGL, while distant metastasis is reported in up to 24% of cases (4, 5). PCC and PGL are estimated to account for approximately 0.01–0.1 and 0.2%, respectively, of all canine tumors (1). This number is likely underestimated because it is primarily based on autopsy findings rather than the recently available biochemical testing. Currently, surgical resection is the treatment of choice for PPGLs in dogs and humans (1, 2). However, in some patients, surgical removal is prevented by local invasion, concurrent disorders, or distant metastases. In these patients, medical treatment is warranted.

The use of toceranib phosphate, a tyrosine kinase inhibitor (TKI), has been described in a small, retrospective series of 5 dogs with PCCs and 2 retrospective series of 27 and 28 dogs with PGLs, showing clinical benefit to some extent in the majority of dogs (6–8). However, most of these dogs only experienced stable disease as the best response, emphasizing the need for novel medical treatment options for canine PPGL.

The underlying mechanisms driving PPGL formation in humans are diverse, affecting a broad range of biological pathways, which is reflected in The Cancer Genome Atlas (TCGA) classification of PPGLs into 4 transcriptionally defined groups: the pseudohypoxia cluster, kinase signaling cluster, Wnt-altered cluster, and cortical admixture cluster (9). New therapeutic approaches in humans with PPGL are based on targeting these altered signaling pathways, as demonstrated by the use of hypoxia-inducible factor (HIF) inhibitors for tumors from the pseudohypoxia cluster (10–12) and the use of TKIs for metastatic tumors from the pseudohypoxia and kinase signaling cluster (2, 13, 14). In contrast, canine PPGL has not been well characterized on the molecular level, thus hampering the development of molecular-targeted therapies for these tumors in dogs.

Given the current lack of global gene expression data in canine PPGL and the lack of effective medical treatment for these tumors in dogs, we performed RNA sequencing on PPGLs and normal adrenal medullas (NAMs) of dogs, with 2 aims: (1) to unravel their transcriptomic signature, in this way yielding new insight into the pathogenesis of these tumors, and (2) to identify potential novel therapeutic targets.

## 2. Materials and methods

### 2.1. Patient population and sample collection

Tumor tissue was obtained from 21 client-owned dogs with PPGL (20 PCCs, 1 PGL) following surgical removal or immediately after euthanasia. Based on the principal component analysis (PCA) plot, 2 PPGLs were identified as outliers, which were excluded from further analyses, leaving a total of 19 PPGLs (18 PCCs, 1 PGL) in our final analysis cohort. Samples were collected at Utrecht University’s Department of Clinical Sciences, Faculty of Veterinary Medicine, for 8 dogs. In addition, samples were collected from contributing veterinary institutions, including University of Bologna (*n* = 2), Ghent University (*n* = 2), University of Ljubljana (*n* = 1), and veterinary referral centers in Italy (*n* = 2), Slovenia (*n* = 1), and the Netherlands (*n* = 3). Tumor tissues were cut longitudinally, and a representative piece of the tumor was either snap-frozen in liquid nitrogen or first fixed in RNA*later* stabilization solution (Invitrogen™, ThermoFisher Scientific, Breda, The Netherlands) and then stored at −70°C until RNA extraction. The remainder of the tissue was formalin-fixed and paraffin-embedded for histopathology and immunohistochemistry (IHC). In all dogs, the diagnosis of PPGL was confirmed by histopathology and IHC using the adrenomedullary markers chromogranin A (CHGA) and synaptophysin (SYP) (1, 15). Normal adrenal tissues were obtained from 10 healthy dogs. Adrenal glands were cut longitudinally, and the medullas were collected and snap-frozen.

Clinicopathological features, such as the presence of excessive catecholamine production, tumor location, tumor size, vascular invasion or the presence of a tumor thrombus, the presence of metastasis, survival time, histopathology results, and IHC results for CHGA, SYP, and Ki67, were recorded for all patients.

### 2.2. Ethical approval statement

Ethical approval was not required because the tissue samples originated from client-owned dogs with naturally occurring pheochromocytoma and paraganglioma, collected after surgical resection for curative purposes, or collected after euthanasia. Permission to use tissues for research purposes was obtained from all dog owners. Normal adrenal tissues were obtained from healthy dogs used in animal research, that were euthanized for reasons unrelated to the present study, which was approved by the Ethical Committee of Utrecht University.

### 2.3. Histopathology and immunohistochemistry

Histopathological examination by a veterinary pathologist (G.G.) and IHC for CHGA and SYP were performed for all canine samples. Slides were deparaffinized and rehydrated according to general histological techniques. For SYP IHC, antigen retrieval was performed with citrate buffer (pH 6) at 97°C for 20 min using PT link (Dako, Agilent Technologies). For CHGA IHC, no antigen retrieval was performed. Slides were incubated with Peroxidase Blocking Solution (Dako, Agilent Technologies) for 5 min to block endogenous peroxidase. Subsequently, slides were blocked with 10% normal goat serum in Tris buffered saline (TBS) for 15 min. Slides were incubated with primary antibodies for 60 min. The mouse monoclonal primary anti-CHGA antibody (ab199014, Abcam, Amsterdam, The Netherlands) was used in a 1:200 concentration, while the mouse monoclonal primary anti-SYP antibody (M731529-2, Agilent Technologies) was used in a 1:100 concentration. Incubation with a secondary antibody (HRP-labelled goat-anti-mouse, Brightvision, ImmunoLogic, WellMed, Duiven, The Netherlands) was performed at room temperature for 30 min. The slides were incubated with chromogen AEC (ab64252, Abcam) for 20 min, and counterstained with hematoxylin using Lab Vision Autostainer 360 (ThermoFisher Scientific). The slides were then rinsed in tap water and mounted with Aquatex (VWR International, Amsterdam, The Netherlands). During intermediate steps, the slides were washed in TBS with Tween-20 (Merck, Darmstadt, Germany) and bovine serum albumin (BSA). Normal canine pancreas with islets of Langerhans or normal canine adrenal medulla were used as positive controls for both CHGA and SYP, although often the histological samples contained pre-existing normal adrenal tissue that could serve as internal positive control (see Supplementary Presentation). Omission of the primary antibody from the immunohistochemical protocol was used as negative control. Cytoplasmatic staining of neoplastic cells for CHGA and SYP was evaluated by 2 observers (G.G. and M.v.d.B.).

Because the Ki67 proliferation index is used in humans with PPGL to assess malignant potential (16), Ki67 IHC is performed as standard of care for all canine PPGLs at our pathology department. Immunohistochemistry for Ki67 was performed as previously described (17), using a mouse monoclonal primary anti-Ki67 antibody (Agilent Cat# M7240, RRID: AB_2142367). Normal canine colon tissue slides were used as positive control, and the primary antibody was omitted for the negative control. The Ki67 score was assessed by 2 observers (M.v.d.B. and M.v.W.) in hot spot areas, in which the percentage of neoplastic cells with nuclear positivity was counted in a minimum of 1,000 cells. ImageJ software was used for this purpose (18). Care was taken to only include PPGL cells, and not areas of necrosis or hemorrhage. The Ki67 score was calculated as the percentage of Ki67 positive nuclei relative to the total number of counted nuclei for each PPGL. The inter-observer agreement was calculated and the average of the 2 Ki67 scores was used for further analyses.

### 2.4. RNA extraction, library preparation, and sequencing

RNA was isolated from PPGLs and NAMs using the RNeasy Mini Kit (Qiagen, Venlo, The Netherlands) following the manufacturer’s instructions. RNA samples were quantified using the Qubit™ RNA high sensitivity Assay Kit (ThermoFisher Scientific, Breda, The Netherlands). The quality of RNA samples was measured with RNA Nano Chips (Agilent Technologies, Middelburg, The Netherlands) on an Agilent Bioanalyzer 2,100 (Agilent Technologies). Samples with an RNA integrity number value <7.5 were excluded from further analysis.

A minimum of 200 ng of RNA from each sample was submitted for library preparation and sequencing at Utrecht Sequencing Facility. Sequencing libraries were made using the TruSeq Stranded mRNA Library Prep Kit (Illumina). Libraries were sequenced using the Nextseq2000 platform (Illumina), producing single-end reads of 50 bp. Reads were aligned to the canine reference genome CanFam3.1 using STAR version 2.4.2a.^1^ The raw and analyzed files have been uploaded to Gene Expression Omnibus under accession number GSE223526.

### 2.5. RNA sequencing data analysis

The dataset was normalized for composition bias using trimmed mean of M-values (TMM) and fold changes (FCs) were calculated in edgeR (19). Pairwise comparisons for differences in gene expression included NAM against PPGL and, among PPGL, group 1 against group 2, which were defined based on their PCA profile. The Mann–Whitney U-test was used to calculate *p*-values, which were corrected for multiple comparisons using the false discovery rate (FDR) Benjamini-Hochberg method. For the comparison between NAM and PPGL, genes were considered differentially expressed at an FDR-adjusted *p* < 0.05 and with a log_2_ FC of >3 or < −3. For the comparison between PPGL groups 1 and 2, genes were considered differentially expressed with the same cutoffs for the log_2_ FC, but at an FDR-adjusted *p* < 0.1. Volcano plots were generated using EnhancedVolcano (R package version 1.12.0) (20). A heatmap of differentially expressed genes (DEGs) was created using gplots.

#### 2.5.1. Pathway enrichment analysis

Pathway enrichment analysis was performed using Gene Set Enrichment Analysis 4.2.3 (21, 22). All unannotated genes were filtered, and the gene list of annotated genes was ranked by multiplying the sign of the log_2_ FC and − log10 of the FDR-adjusted *p* value for each gene, following best practices described in the literature (23). The database of pathway gene sets used for pathway enrichment analysis was downloaded from http://baderlab.org/GeneSets (Human_GOBP_AllPathways_no_GO_iea_August_2022_symbol.gmt) and contained pathways from 8 data sources: GO, Reactome, Panther, NetPath, NCI, MSigDB curated gene sets (C2 collection), MSigDB Hallmark (H collection), and HumanCyc (23). To ensure a robust analysis, pathways with an FDR-adjusted *p* ≤ 0.05 were considered significant.

### 2.6. Statistical analyses

Further data analysis was performed using the statistical software program IBM SPSS Statistics for Windows, version 27 (IBM Corp., Armonk, NY, United States). Data were assessed for normality of distribution using the Shapiro–Wilk test. For the comparison of clinicopathological features between PPGL group 1 and 2, differences for continuous and normally distributed data (Ki67 proliferation index, tumor diameter) were assessed using the independent samples t-test, whereas Fisher’s exact test was used for categorical data (tumor location, the presence of excessive catecholamine secretion, vascular invasion, the presence of metastasis). To compare pleiotrophin expression among multiple groups, the non-parametric Kruskal–Wallis test was used. In case of significance, differences between individual groups were assessed by *post hoc* analysis, and *p* values were adjusted by the Bonferroni correction method to adjust for multiple comparisons.

The inter-observer agreement score for Ki67 was quantified using the intra-class correlation coefficient for continuous variables. The strength of agreement was interpreted as follows: <0.40, poor; 0.40–0.59, moderate; 0.60–0.79, good; 0.80–1.00, excellent (17).

For the survival analyses, dogs were considered to have had an event when they had died or were euthanized due to PPGL attributable disease signs including metastases. Dogs that had died from a cause that appeared unrelated to PPGL, were lost to follow-up, or were still alive at the end of the study were censored at the timepoint they were last known to be alive. Survival times were recorded as the time between surgical resection of PPGL or initial diagnosis in patients that were not surgically managed, and censoring or death. Survival times were calculated using the Kaplan–Meier product-limit method. Significance between subpopulations was tested using the log-rank test for bivariate (categorical) variables. Values were considered significant at *p* < 0.05.

## 3. Results

### 3.1. Animals

The suspicion of PPGL was based on clinical signs, the presence of an adrenal (*n* = 18) or abdominal mass (*n* = 1) visualized by abdominal ultrasonography or computed tomography, increased plasma or urinary metanephrine concentrations (*n* = 10), and cytology following fine needle aspirations of the adrenal mass (*n* = 1). In 8 dogs, the adrenal mass was an incidental finding. The clinicopathological data of all included dogs can be found in Supplementary Table S1. The inter-observer agreement score for Ki67 was excellent (0.98; *p* < 0.001).

### 3.2. Differentially expressed genes

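RNA was sequenced from tumor tissue of 19 dogs with PPGL, a tumor of the catecholamine-producing chromaffin cells that is called a pheochromocytoma in the adrenal medulla and a paraganglioma outside it, and from NAMs of 10 healthy dogs. The 19 PPGLs were those kept by the authors after 2 outliers had been excluded, and comprised 7 tumors of PPGL group 1 and 12 of PPGL group 2. Stranded mRNA libraries were read as single ends of 50 bp, and the authors aligned the reads to CanFam3.1 with STAR and deposited the number of reads counted over the exons of each Ensembl gene, without normalization. The paper's text does not name the strand setting of the counting or the handling of reads that fit several genes, so values of overlapping genes and of close paralogs, such as members of the cytochrome P450 11B and glutathione S-transferase A families or the hemoglobin genes, are uncertain. Between 19258054 and 35918182 reads per sample were counted on genes in the NAMs (median 25494016.5) and between 18208718 and 31919833 in the PPGLs (median 22044100). The medians were 20825468 in group 1 and 22051743 in group 2. Totals were on average lower in PPGLs than in NAMs (two-sided permutation test, p = 0.00492), but the ranges of the tissues overlapped. The smallest share that these depths can show, taken as 3 counts of a sample's total, was 0.0835 to 0.156 CPM in NAMs and 0.0940 to 0.165 CPM in PPGLs, and covers counting error only. The table held 30951 genes, of which 24051 had a count in at least 1 sample. After the default low-count filter of edgeR, 14766 genes were tested between PPGLs and NAMs and 14666 between the PPGL groups. Counts were normalized by TMM, and values are given as mean TMM-normalized CPM ± SD. The log2 FC and the FDR-adjusted p came from edgeR's quasi-likelihood (QL) test unless stated otherwise. The standard error (SE) was derived as the absolute log2 FC divided by the square root of that test's F statistic. The Mann-Whitney U-test named in the paper's methods was run beside the QL test on the TMM-normalized CPM, and both used the Benjamini-Hochberg correction. No library batch is named in the labels or the paper, and all NAMs came from healthy research dogs and all PPGLs from patients of several clinics, so an effect of origin or sampling cannot be told apart from that of tissue. A cortical score, the mean log2 TMM-normalized CPM of 11 marker genes of the adrenal cortex, was 10.17 ± 0.71 (SD, n = 10) in NAMs and 4.66 ± 3.32 (SD, n = 19) in PPGLs, and was used as a covariate in 1 of the alternative fits.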

Gene expression profiles were compared between PPGLs (*n* = 19) and NAMs (*n* = 10). In the PCA plot, PPGLs clearly clustered apart from NAMs (Figure 1), illustrating the differences in transcriptional behavior between tumor and normal samples. 

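Principal components were computed from the log2 TMM-normalized CPM of the 500 most variable genes, with a prior count of 2. The first component held 39.8% and the second 13.4% of the variance. On the first component, the mean score was 24.2 ± 22.8 (SD, n = 19) for PPGLs and -45.9 ± 6.89 (SD, n = 10) for NAMs, a difference of 70.1 (two-sided permutation test, p = 1e-05, the smallest that 100000 permutations can give). The lowest PPGL scored -19.1 and the highest NAM -35.4, so no sample of either tissue lay within the range of the other. With all filtered genes in place of the most variable ones, the alternative that moved the first component most, it held 26.5% of the variance and still separated all PPGLs from all NAMs. The paper takes the separation in its PCA plot as an illustration that tumor and normal samples differ in their transcriptional behavior.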

In total, 4,218 genes were differentially expressed between PPGLs and NAMs with an FDR-adjusted *p* < 0.05. 

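Of the 14766 genes tested, 5541 had an FDR-adjusted p below 0.05 by edgeR's QL test, 3295 of them higher and 2246 lower in PPGLs. The Mann-Whitney U-test, with the normal approximation, gave 5744 such genes, 2824 higher and 2920 lower. The alternative that moved these counts most was the cortical score as a covariate, under which the QL test gave 2263 genes. Since the score itself differs between the tissues, this fit also takes out differences between them that run along with it. Across all genes tested, the median log2 FC was 0.13.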

Of these, 232 had a log_2_ FC of >3 or < −3, of which 149 were upregulated in PPGLs, and 83 were downregulated (Figure 2; Supplementary Tables S2, S3). 

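With the same thresholds, the QL test gave 306 genes with a log2 FC over 3 and 117 with a log2 FC under -3, and the Mann-Whitney U-test 218 and 115. Without the low-count filter, the alternative that moved the number of upregulated genes most, the QL test gave 919 and 244. Of the 149 genes in Supplementary Table S2, 145 passed the low-count filter, and 145 of these were past both thresholds by either test. All 83 genes of Supplementary Table S3 were past both thresholds by either test. The log2 FC differed from the paper's value by a median of 0.01 and at most 0.05 for the upregulated genes, and by at most 0.06 for the downregulated ones. In 42 of the 88 genes called up by the QL test and not by the Mann-Whitney U-test, 1 tumor held most of the summed normalized counts of the 19 PPGLs, against 43 of the 218 genes called by both.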

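The 423 genes past both thresholds by the QL test were clustered on the row z-scores of their log2 TMM-normalized CPM, with Euclidean distance and complete linkage. Divided into 2 branches, all 10 NAMs fell in 1 branch and all 19 PPGLs in the other, with 0 samples outside the branch of their tissue. The genes were chosen for this difference, so the separation follows in part from the choice. With 1 minus the Pearson correlation as distance, 1 sample fell outside. With the 500 most variable genes, which were not chosen for the difference, 10 samples did. This is the most that the count can reach with 10 NAMs. Neither branch was then mostly NAMs, so the division into 2 branches did not set the NAMs apart.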

Hierarchal clustering of these DEGs revealed distinct clustering of PPGL and NAM tissues (Figure 3). 

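Periostin (POSTN), on chromosome 25 from 3167359 to 3208411 of CanFam3.1, averaged 35.8 ± 54.7 CPM (SD, n = 19) in PPGLs and 0.202 ± 0.133 CPM (SD, n = 10) in NAMs, and was higher in each of the 19 PPGLs than in every NAM (log2 FC 7.42, SE 0.94, FDR-adjusted p = 1.20e-06). POSTN and FAP belong to a list of 14 fibroblast and stroma genes. All 14 were higher in PPGLs, 11 with an edgeR FDR-adjusted p below 0.05. The mean score of this list was higher by 1.46 (permutation test, p = 0.00142, adjusted p = 0.00248 over 14 lists). The rise of POSTN was thus shared by the other genes of the list, and its cell of origin was not tested. FOXI3, on chromosome 17 from 38032479 to 38037630, had the largest change among the genes tested that Table 1 lists (log2 FC 9.30, SE 1.70, FDR-adjusted p = 0.000124), but all NAMs were at or under 3 counts, so that it was at least 68.2-fold higher in PPGLs (8.17 ± 11.8 CPM). For HBM, on chromosome 6 from 40330773 to 40332207, which encodes a hemoglobin subunit, the NAMs were also at or under this floor and the increase was at least 24.0-fold (log2 FC 7.42, SE 1.33, FDR-adjusted p = 0.000100). Of 9 other genes in a list of erythroid genes, 4 were higher and 1 lower in PPGLs with an edgeR FDR-adjusted p below 0.05, and the camera p of the list, HBM included, was 0.0571. The mean score of the list was higher in PPGLs by 0.86 (permutation test, p = 0.000270, adjusted p = 0.000630 over 14 lists), and by 0.60 without HBM (p = 0.00246, unadjusted). ADRA1A (chromosome 25 from 30693571 to 30801486) was higher in 17 of 19 PPGLs than in every NAM (log2 FC 7.76, SE 1.08, FDR-adjusted p = 4.60e-06), and MEGF11 (chromosome 30 from 30227160 to 30561562) in 18 of 19 (log2 FC 6.98, SE 0.89, FDR-adjusted p = 1.44e-06). SFRP2, NCAN, ST8SIA2 and TMEM255A had log2 FCs of 7.09, 6.73, 6.76 and 6.33, each with an FDR-adjusted p of at most 0.000797, and that of NCAN was 2.87 (FDR-adjusted p = 0.0997) with the cortical score as a covariate. GFRAL, on chromosome 12 from 22646374 to 22702545, did not pass the low-count filter. Without the filter its log2 FC was 9.38 (SE 1.94, FDR-adjusted p = 0.000639).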

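Among the genes that were lower in PPGLs, CARTPT, on chromosome 2 from 54865298 to 54867158, fell from 3225 ± 1007 CPM (SD, n = 10) in NAMs to 56.6 ± 79.4 CPM (SD, n = 19) in PPGLs (log2 FC -5.83, SE 0.85, FDR-adjusted p = 7.63e-06), and each of the 19 PPGLs was below every NAM. The same separation held for SLC24A2 (log2 FC -5.75, SE 0.67, FDR-adjusted p = 4.60e-07), APOB (log2 FC -4.75, SE 0.52, FDR-adjusted p = 1.75e-07) and KLHL14 (log2 FC -4.53, SE 0.62, FDR-adjusted p = 3.78e-06). CREB3L3, on chromosome 20 from 55426813 to 55436882, was below every NAM in 18 of 19 PPGLs (log2 FC -6.37, SE 0.77, FDR-adjusted p = 7.23e-07). For oxytocin (OXT), on chromosome 24 from 18193339 to 18194170, 17 of 19 PPGLs were below every NAM (log2 FC -4.80, SE 0.96, FDR-adjusted p = 0.000320), while the seventh replicate of PPGL group 1 lay far above the other tumors of its group. TDO2 fell by 5.01 on the log2 scale, although only 3 of 19 PPGLs were below every NAM. CELA1, FGG and UCN had log2 FCs of -4.35, -4.33 and -4.22, with SDs in the NAMs larger than their means, and with the cortical score as a covariate their log2 FCs were -2.79, -0.51 and -3.20, none with an FDR-adjusted p below 0.05.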

Table 1 shows the top 10 up-and downregulated genes based on their log_2_ FC.

**Figure 1:**
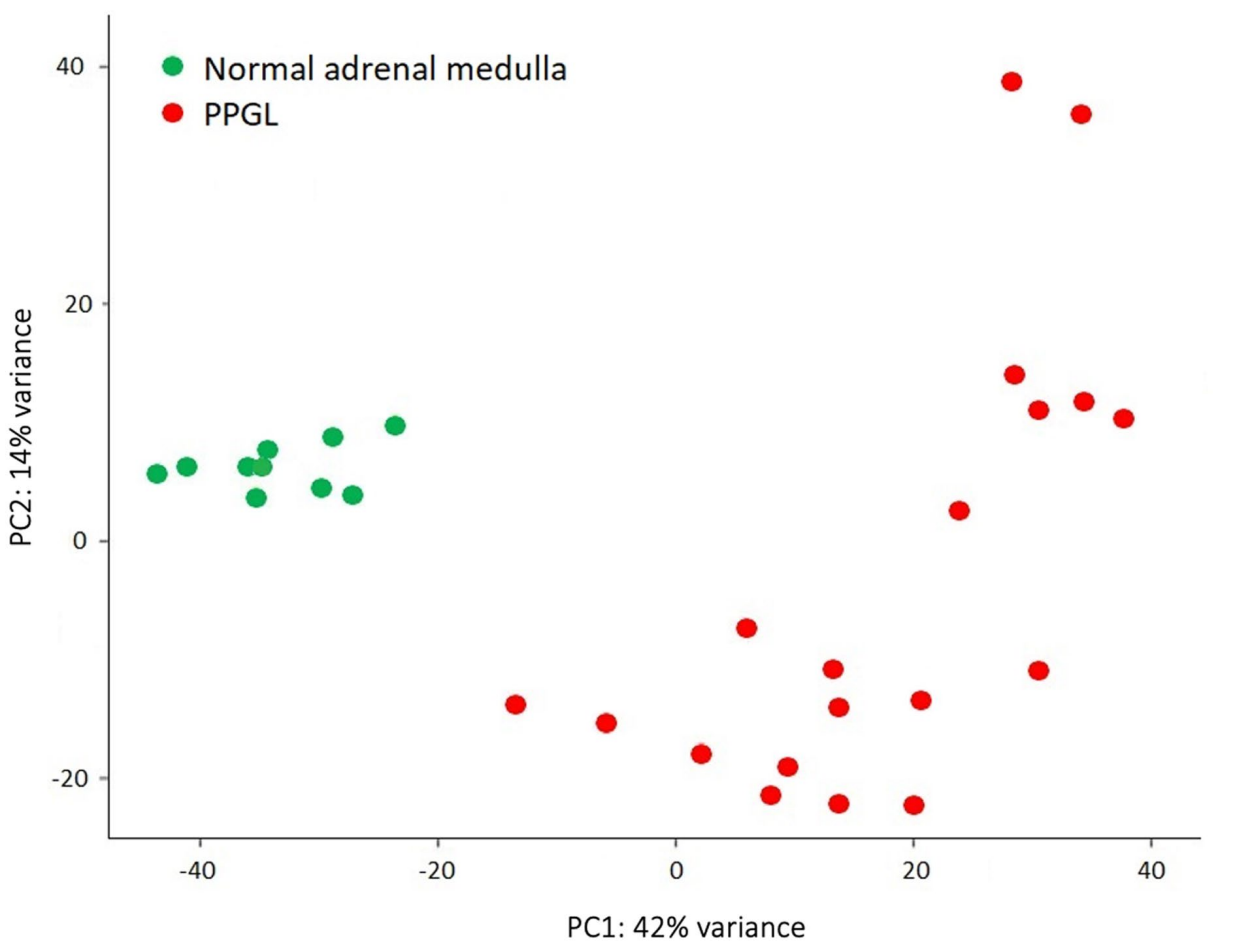
Principal component analysis shows that PPGLs clearly cluster apart from NAMs.

**Figure 2:**
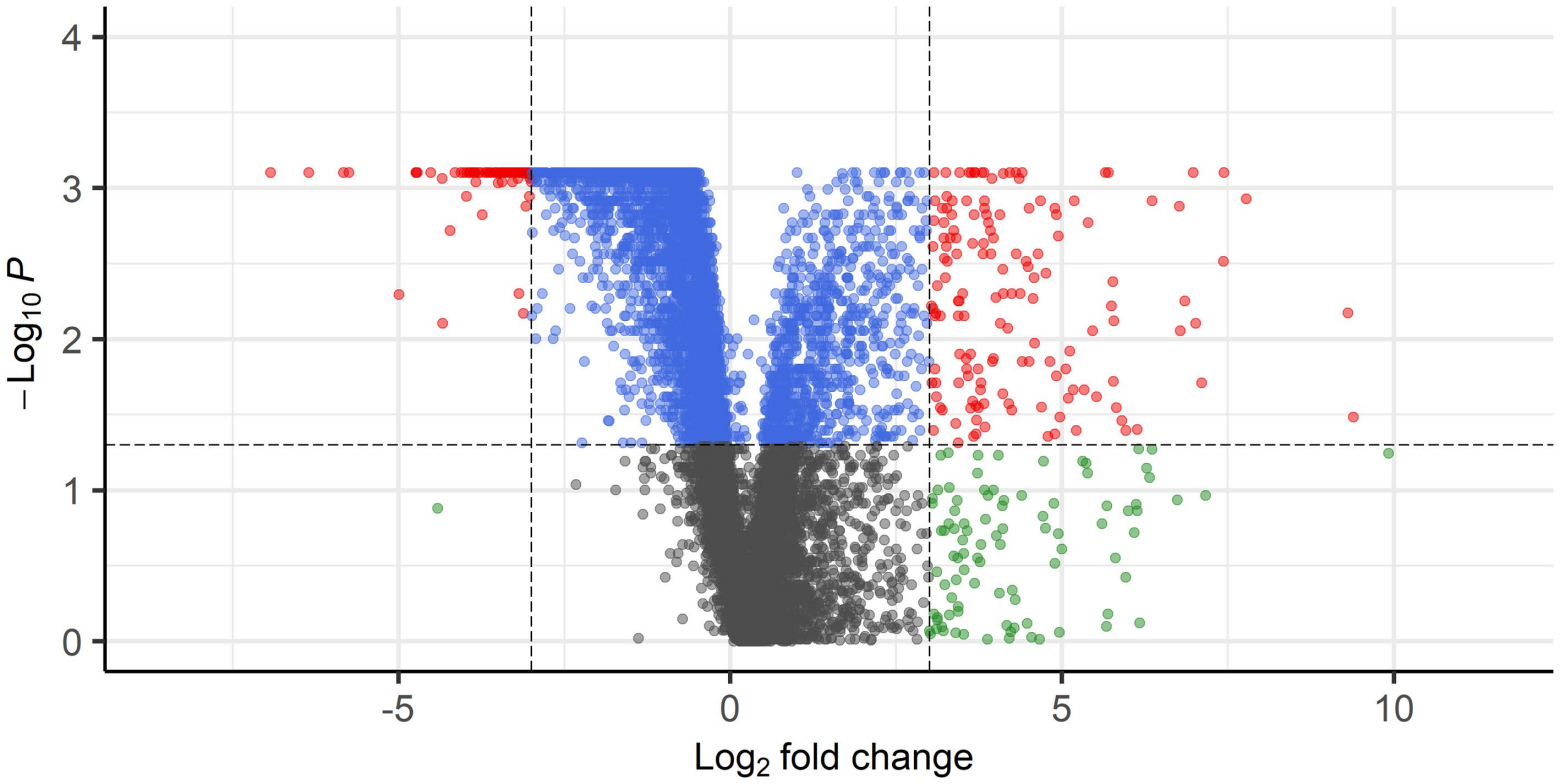
Volcano plot showing DEGs with FDR-corrected *p* < 0.05 and log_2_ FC of >3 (149 genes) or < −3 (83 genes) in red. Blue points represent genes with FDR-corrected *p* <0.05, but log_2_ FC of <3 and > −3, whereas gray points represent genes with FDR-corrected *p* > 0.05 and log_2_ FC of <3 and > −3. Genes with FDR-corrected *p* > 0.05 and log_2_ FC of >3 or < −3 are shown in green.

**Figure 3:**
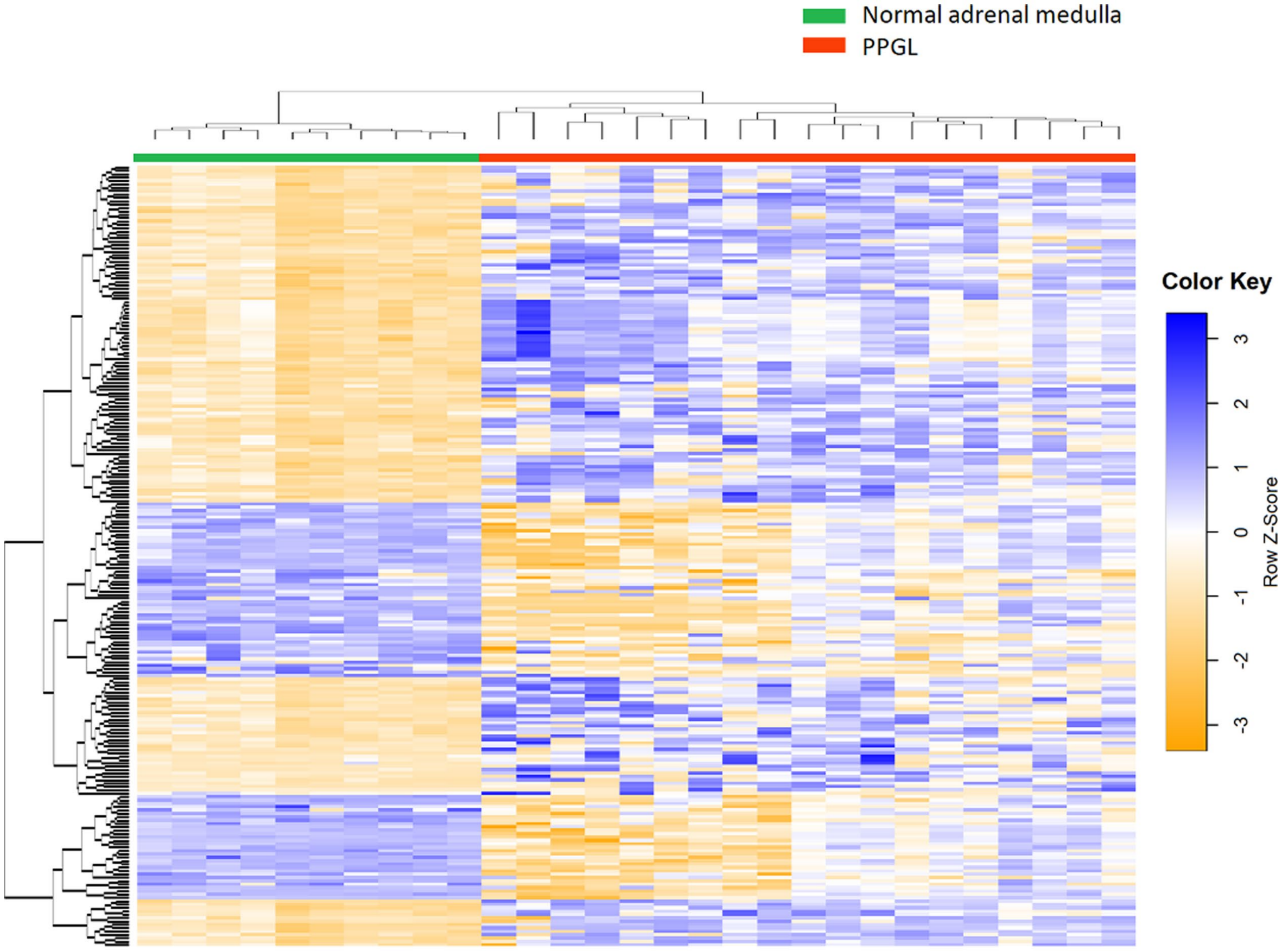
Heatmap of DEGs in PPGLs versus NAM. A total of 232 genes, with a log_2_ FC of >3 or < −3, are represented. Genes indicated in blue are upregulated, while genes in orange are downregulated.

**Table 1:** Top 10 up-and downregulated genes in PPGL versus NAM.

Ensembl ID	Gene symbol	Log_2_ fold change	FDR *p* value	Gene name
ENSCAFG00000002331	GFRAL	9.4	0.03265	GDNF family receptor alpha like
ENSCAFG00000031026	FOXI3	9.3	0.006683	Forkhead box I3
ENSCAFG00000008725	ADRA1A	7.8	0.001180	Adrenoceptor alpha 1A
ENSCAFG00000006073	POSTN	7.4	0.0007865	Periostin
ENSCAFG00000029224	HBM	7.4	0.003058	Hemoglobin subunit mu
ENSCAFG00000008353	SFRP2	7.1	0.01938	Secreted frizzled related protein 2
ENSCAFG00000017261	MEGF11	7.0	0.0007865	Multiple EGF like domains 11
ENSCAFG00000014218	NCAN	6.8	0.008809	Neurocan
ENSCAFG00000011198	ST8SIA2	6.8	0.001316	ST8 alpha-N-acetyl-Neuraminide alpha-2,8-sialyltransferase 2
ENSCAFG00000018461	TMEM255A	6.4	0.001215	Transmembrane protein 255A
ENSCAFG00000023388	UCN	−4.2	0.001904	Urocortin
ENSCAFG00000008440	FGG	−4.3	0.007857	Fibrinogen gamma chain
ENSCAFG00000007774	CELA1	−4.3	0.0008634	Chymotrypsin like elastase 1
ENSCAFG00000018002	KLHL14	−4.5	0.0007865	Kelch like family member 14
ENSCAFG00000006437	OXT	−4.7	0.0007865	Oxytocin
ENSCAFG00000003887	APOB	−4.7	0.0007865	Apolipoprotein B
ENSCAFG00000008591	TDO2	−5.0	0.005056	Tryptophan 2,3-dioxygenase
ENSCAFG00000001623	SLC24A2	−5.7	0.0007865	Solute carrier family 24 member 2
ENSCAFG00000031950	CARTPT	−5.8	0.0007865	Cocaine- and amphetamine-regulated transcript prepropeptide
ENSCAFG00000019126	CREB3L3	−6.4	0.0007865	cAMP responsive element binding protein 3-like 3

When researching these 232 up-and downregulated DEGs, data revealed that upregulated genes are associated with biological processes involving pro-tumorigenic factors, the cell cycle, tumor progression and metastasis, hypoxia and angiogenesis, and the Wnt signaling pathway (Table 2). 

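Of the cell cycle and pro-tumorigenic genes in Table 2, TOP2A, on chromosome 9 from 22207638 to 22237496, averaged 69.2 ± 147 CPM (SD, n = 19) in PPGLs and 7.24 ± 7.25 CPM (SD, n = 10) in NAMs (log2 FC 3.26, SE 0.71, FDR-adjusted p = 0.000736). KIF11, CCNB2, CDC6 and BUB1 had log2 FCs of 3.06, 3.11, 3.07 and 3.09, with FDR-adjusted p-values between 0.000253 and 0.00135, and 9 to 14 of the 19 PPGLs lay above every NAM. With the cortical score as a covariate, the log2 FCs of these 5 genes were between 0.73 and 1.34 and none had an FDR-adjusted p below 0.05. The SD of each exceeded its mean in the PPGLs, and for TOP2A the highest tumor had 668 CPM against a median of 38.5 CPM. PCLAF was not found under this name in the count table. Among the genes that Table 2 lists for hypoxia and angiogenesis, ESM1, on chromosome 4 from 60592609 to 60624155, was higher in each of the 19 PPGLs than in every NAM (39.7 ± 33.2 against 2.14 ± 2.07 CPM; log2 FC 4.21, SE 0.59, FDR-adjusted p = 4.64e-06). CDCP1 (log2 FC 4.88, SE 0.69, FDR-adjusted p = 5.02e-06), ANGPTL7 (log2 FC 5.77, SE 1.18, FDR-adjusted p = 0.000397) and EDN2 (log2 FC 5.18, SE 1.25, FDR-adjusted p = 0.00186) were above every NAM in 17, 14 and 13 of 19 PPGLs. FAP, on chromosome 36 from 7575161 to 7647226, averaged 13.0 ± 33.2 CPM in PPGLs and 0.578 ± 0.521 CPM in NAMs (log2 FC 4.48, SE 0.99, FDR-adjusted p = 0.000824). It is 1 of the 14 listed fibroblast and stroma genes, all of which were higher in PPGLs.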

Also, several upregulated genes, that are also highly overexpressed in human PPGL (e.g., Ret Proto-Oncogene [*RET*] (9), Dopamine Receptor D2 [*DRD2*] (24)), were identified. 

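RET, on chromosome 28 from 3947232 to 3994210, averaged 161 ± 147 CPM (SD, n = 19) in PPGLs and 10.5 ± 8.17 CPM (SD, n = 10) in NAMs, a 15.2-fold difference (log2 FC 3.93, SE 0.67, FDR-adjusted p = 5.67e-05; Mann-Whitney FDR-adjusted p = 0.00326). It was above every NAM in 17 of 19 PPGLs and below every NAM in 1. DRD2, on chromosome 5 from 19732836 to 19795241, averaged 193 ± 119.8 CPM in PPGLs and 5.32 ± 2.99 CPM in NAMs, a 36.2-fold difference (log2 FC 5.18, SE 0.58, FDR-adjusted p = 2.39e-07; Mann-Whitney FDR-adjusted p = 0.00152). The exception among the 19 PPGLs was the seventh replicate of group 1, which had a log2 value of -0.85 and lay below every NAM, while the next lowest tumor of its group had 7.18. Between the PPGL groups, neither gene differed by more than the spread between tumors (log2 FC 0.09, FDR-adjusted p = 0.960 for RET and log2 FC 0.57, FDR-adjusted p = 0.623 for DRD2, edgeR).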

Many of the downregulated genes are involved in adrenal steroidogenesis. In addition, several genes that could serve as tumor suppressors are downregulated in PPGLs (Table 2). 

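CYP11A1, on chromosome 30 from 37473901 to 37487507, which encodes the enzyme of the first step of steroid synthesis, averaged 6039 ± 2650.1 CPM (SD, n = 10) in NAMs and 559.7 ± 1059 CPM (SD, n = 19) in PPGLs (log2 FC -3.43, SE 1.02, FDR-adjusted p = 0.00909). CYP21A2 (log2 FC -3.25, SE 0.89, FDR-adjusted p = 0.00504), MC2R (log2 FC -3.18, SE 0.82, FDR-adjusted p = 0.00327) and STAR (log2 FC -3.19, SE 0.55, FDR-adjusted p = 6.78e-05) were, like CYP11A1, below every NAM in 18 of 19 PPGLs. For SOAT1 the log2 FC was -3.12 (SE 0.40, FDR-adjusted p = 1.44e-06), and for NR5A1, which encodes steroidogenic factor 1, it was -3.28 (SE 0.79, FDR-adjusted p = 0.00174). In the PPGLs, the SDs of CYP11A1 and CYP21A2 exceeded their means and the means of CYP11A1 were 7.01 CPM in group 1 and 882 CPM in group 2. CYP11A1, CYP21A2, MC2R, STAR and NR5A1 are themselves part of the cortical score, so no values with the score as a covariate are given for these genes, nor for SOAT1, another steroidogenesis gene.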

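GJA1, on chromosome 1 from 60929097 to 60942936, fell from 376 ± 175 CPM (SD, n = 10) in NAMs to 30.1 ± 26.3 CPM (SD, n = 19) in PPGLs (log2 FC -3.64, SE 0.40, FDR-adjusted p = 1.75e-07). ERBB4 (chromosome 37 from 19037217 to 20134426) fell from 13.9 ± 7.84 to 0.872 ± 1.80 CPM (log2 FC -4.01, SE 0.72, FDR-adjusted p = 9.50e-05), with 1 tumor of group 1, its sixth replicate, far above the others. CCBE1 (log2 FC -3.87, SE 0.68, FDR-adjusted p = 7.99e-05) was below every NAM in all 19 PPGLs and MMRN1 (log2 FC -3.29, SE 0.59, FDR-adjusted p = 9.47e-05) in 18. Adjusted for the cortical score, GJA1 kept an FDR-adjusted p below 0.05 (log2 FC -2.68, FDR-adjusted p = 0.000398), while ERBB4 (log2 FC -3.35, FDR-adjusted p = 0.0848), CCBE1 (log2 FC -1.84, FDR-adjusted p = 0.0632) and MMRN1 (log2 FC -2.21, FDR-adjusted p = 0.0769) did not.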

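The fold increase in PPGLs over NAMs, taken from the log2 FC of the edgeR fit, was 172 for POSTN, 136 for SFRP2, 36.2 for EDN2, 29.5 for CDCP1, 22.2 for FAP, 18.7 for PTN, 18.5 for ESM1, 14.1 for MAPK12, 10.7 for MYBL2, 9.55 for TOP2A and 8.31 for KIF11. SFRP2 was above every NAM in 13 of 19 PPGLs and averaged 63.6 ± 191 CPM (SD, n = 19), with a median of 2.71 CPM. PTN was above every NAM in 10 of 19 PPGLs. In the fit with the cortical covariate, the log2 FC of PTN reversed from 4.23 to -0.15 and that of MYBL2 to -0.28 (edgeR FDR-adjusted p = 0.916 and 0.828).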

Table 3 shows a selection of overexpressed genes in canine PPGL that could provide targets for novel therapeutics.

**Table 2:** Examples of up-and downregulated DEGs between PPGL and NAM that are involved in different biological processes.

Upregulated genes in PPGL compared to NAM	
**Pro-tumorigenic factors**	
KIF11	Kinesin family member 11
FAP	Fibroblast activation protein alpha
**Cell cycle**	
PCLAF	PCNA clamp associated factor
CCNB2	Cyclin B2
CDC6	Cell division cycle 6
TOP2A	DNA topoisomerase II alpha
BUB1	BUB1 mitotic checkpoint serine/threonine kinase
**Tumor progression and metastasis**	
POSTN	Periostin
FOXI3	Forkhead box I3
MYBL2	MYB proto-oncogene like 2
**Hypoxia and angiogenesis**	
CDCP1	CUB domain containing protein 1
ANGPTL7	Angiopoietin like 7
EDN2	Endothelin 2
ESM1	Endothelial cell specific molecule 1
**Wnt signaling pathway**	
WNT3	Wnt family member 3
SFRP2	Secreted frizzled related protein 2
NKD1	NKD inhibitor of WNT signaling pathway 1
Downregulated genes in PPGL compared to NAM	
**Adrenal steroidogenesis**	
SF-1	Steroidogenic factor 1
SOAT1	Sterol O-acyltransferase 1
MCR2	Melanocortin 2 receptor
CYP21A2	Cytochrome P450 family 21 subfamily A member 2
CYP11A1	Cytochrome P450 family 11 subfamily A member 1
STAR	Steroidogenic acute regulatory protein
**Potential tumor suppressors**	
ERBB4	Erb-B2 receptor tyrosine kinase 4
CCBE1	Collagen and calcium binding EGF domains 1
MMRN1	Multimerin 1
GJA1	Gap junction protein alpha 1

**Table 3:** Overexpressed DEGs (log_2_ FC >3, FDR-adjusted *p* < 0.05) in dogs with PPGL that could provide targets for novel therapeutics.

Gene symbol	Gene name	Therapeutic strategies	Fold increase	References
RET	Ret proto-oncogene	Tyrosine kinase inhibitors, selective RET inhibitors	15	(13, 14, 25)
GFRAL	GDNF family receptor alpha like	Anti-GFRAL antibodies	672	(25, 26)
DRD2	Dopamine receptor D2	DRD2 antagonists	36	(27)
EDN2	Endothelin 2	Endothelin receptor antagonists	36	(28)
POSTN	Periostin	Anti-POSTN antibodies, POSTN-binding DNA aptamers	174	(29–31)
CDCP1	CUB domain containing protein 1	Anti-CDCP1 antibodies (± conjugated to cytotoxic agents), inhibition of CDCP1 molecular interactions	30	(32)
FAP	Fibroblast activation protein alpha	Chemotherapeutic drugs conjugated with a FAP substrate	23	(33)
ESM1	Endothelial cell specific molecule 1	Small interfering RNAs, short hairpin RNAs, microRNA (miR-9-3p), anti-ESM-1 antibodies	19	(34)
SFPR2	Secreted frizzled related protein 2	Anti-SFRP2 antibodies	138	(35)
MAPK12	Mitogen-activated protein kinase 12	MAPK12 inhibitors, statins	14	(36, 37)
MYBL2	MYB proto-oncogene like 2	Inhibitors of downstream target genes of MYBL2	11	(38)
PTN	Pleiotrophin	Receptor (ALK) antagonist, ribozyme-targeting PTN, microRNAs	19	(39–41)
KIF11	Kinesin family member 11	Kinesin (Eg5) inhibitors	8	(42)
TOP2A	DNA topoisomerase II alpha	TOP2A inhibitors/TOP2A directed chemotherapy	10	(43)

### 3.3. Pathway enrichment analysis

Using an FDR-adjusted *p* ≤ 0.05 for enrichment, pathway enrichment analysis revealed 28 overexpressed and 9 underexpressed pathways in PPGLs (Table 4). 

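The pathway gene sets used by the authors were not used here. Lists of genes for steroid synthesis, the enzymes of the TCA cycle, the respiratory chain and mitosis were scored in their place, as the mean log2 TMM-normalized CPM of the genes tested, and 14 such lists were compared in all with a two-sided permutation test and a Benjamini-Hochberg correction over the lists. The score of the 20 steroidogenesis genes was 4.60 ± 2.36 (SD, n = 19) in PPGLs and 8.92 ± 0.60 (SD, n = 10) in NAMs (p = 4.00e-05, adjusted p = 0.000187), and 18 of 19 PPGLs lay below every NAM. The median log2 FC of these genes was -3.13. The score of the 17 TCA cycle enzyme genes was 6.64 ± 0.18 (SD, n = 19) in PPGLs and 7.10 ± 0.20 (SD, n = 10) in NAMs, a difference of -0.46 (p = 1e-05, the smallest the permutations can give, adjusted p = 0.000140), and all 19 PPGLs were below the median NAM. Of random gene lists matched on mean expression, 2.29% fell as much. The 43 respiratory chain genes differed by -0.30 (p = 0.00580, adjusted p = 0.00812, 15 of 19 PPGLs below the median NAM). The score of the 70 mitosis genes was 2.87 ± 1.06 (SD, n = 19) in PPGLs and 1.35 ± 0.51 (SD, n = 10) in NAMs (p = 0.000180, adjusted p = 0.000588), with 18 of 19 PPGLs above the median NAM. The median log2 FC of the mitosis genes, 2.20, moved most with the cortical score as a covariate, to 0.50.

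**Figure D1:**
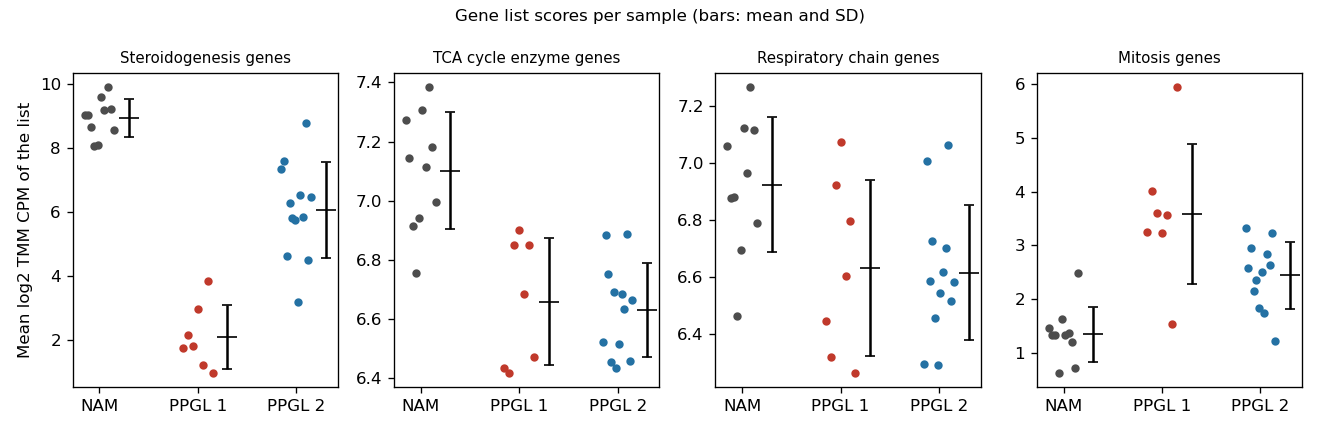
Scores of the steroidogenesis, TCA cycle enzyme, respiratory chain and mitosis genes in each sample, as mean log2 TMM-normalized CPM of the list on the y axis, for 10 NAMs, 7 PPGLs of group 1 and 12 PPGLs of group 2 on the x axis. Each point is 1 sample, and the bars show the mean and SD of the group; steroidogenesis scores are 2.10 in group 1, 6.06 in group 2 and 8.92 in NAMs on average.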

When comparing PPGL to NAM samples, steroid metabolism and the tricarboxylic acid (TCA) cycle are among the enriched underexpressed pathways, while the most enriched overexpressed pathways are involved in the cell cycle.

**Table 4:** Over-and underexpressed pathways in dogs with PPGL.

Overexpressed pathways	FDR *p* value	NES
Sister chromatid segregation	0.001	2.04
Nuclear chromosome segregation	<0.001	2.01
Mitotic sister chromatid segregation	<0.001	1.99
Nuclear division	0.001	1.96
Chromosome segregation	0.001	1.93
Mitotic nuclear division	0.001	1.93
Mitotic spindle assembly	0.002	1.89
Organelle fission	0.003	1.89
Regulation of mitotic sister chromatid separation	0.005	1.87
Regulation of nuclear division	0.004	1.87
Mitotic spindle organization	0.004	1.86
Regulation of mitotic metaphase/anaphase transition	0.004	1.86
Regulation of cytokinesis	0.005	1.85
Regulation of mitotic nuclear division	0.005	1.85
Regulation of metaphase/anaphase transition of cell cycle	0.007	1.84
Regulation of chromosome separation	0.015	1.81
Plk1 signaling events	0.021	1.79
Negative regulation of sister chromatid segregation	0.024	1.78
Negative regulation of mitotic sister chromatid segregation	0.025	1.78
Mitotic spindle checkpoint signaling	0.026	1.78
Smooth muscle contraction	0.029	1.77
Negative regulation of chromosome segregation	0.034	1.76
Negative regulation of mitotic metaphase/anaphase transition	0.045	1.75
Negative regulation of chromosome separation	0.046	1.74
Kinesins	0.044	1.74
Negative regulation of metaphase/anaphase transition of cell cycle	0.043	1.74
Mitotic spindle assembly checkpoint signaling	0.043	1.74
Regulation of sister chromatid segregation	0.044	1.74
Underexpressed pathways	FDR *p* value	NES
Steroid metabolic process	0.001	−1.80
Organic acid catabolic process	0.017	−1.75
Transition metal ion transport	0.036	−1.72
Visual phototransduction	0.021	−1.71
Metabolism of vitamins and cofactors	0.024	−1.71
The citric acid (TCA) cycle and respiratory electron transport	0.027	−1.71
Carboxylic acid catabolic process	0.033	−1.71
Negative regulation of hemopoiesis	0.05	−1.68
Negative regulation of leukocyte differentiation	0.05	−1.65

The normalized enrichment score (NES) reflects the enrichment of the pathways at the top (overexpressed pathways) or at the bottom (underexpressed pathways) of the ranked gene list.

### 3.4. PPGL classification

Another aim of this study was to evaluate whether subclustering was detectable among dogs with PPGL resulting in different gene expression profiles. 

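On the second principal component, the 7 tumors of group 1 scored 23.7 ± 19.9 (SD) and the 12 tumors of group 2 scored -22.7 ± 5.79 (SD). The difference of 46.4 had a two-sided exact permutation p of 1.98e-05 over all splits of the 19 PPGLs, and the lowest group 1 tumor (4.11) lay above the highest group 2 tumor (-14.5). The authors drew the groups from the PCA of these same samples, so this p-value describes the split and does not test it. The same holds for every comparison between the groups. On the first component, group 1 scored 46.2 ± 10.4 and group 2 11.3 ± 17.3 (exact permutation p = 0.000238). With all filtered genes in the PCA, 1 tumor of group 1 fell below the highest tumor of group 2 on the second component. Total counts per sample did not differ between the groups by more than the spread between samples (exact permutation p = 0.490).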

We divided dogs with PPGL into 2 groups based on their PCA profile: PPGL group 1 (*n* = 7) and PPGL group 2 (*n* = 12) (Figure 4). When comparing these 2 groups based on their clinicopathological parameters, no significant differences between the 2 groups in tumor location (*p* = 0.78), tumor size (*p* = 0.16), the presence of excessive catecholamine secretion (*p* = 0.46), vascular invasion (*p* = 0.31), or the presence of metastasis (*p* = 0.34) were found. However, a significantly higher Ki67 score was found in group 1 (*p* = 0.035; Figure 5). In addition, dogs in group 1 had significantly (*p* = 0.04) shorter survival times (Figure 6), suggesting a more aggressive phenotype of tumors in group 1. For dogs in group 1, median overall survival time was 45 days (95% confidence interval [CI]: 0–99 days), while the median survival time for dogs in group 2 was not reached. The mean overall survival was 1,789 days (95% CI: 1,125–2,453 days), while mean overall survival was 430 days (95% CI: 0–875 days) and 2,221 days (95% CI: 1,489–2,953 days) for dogs in group 1 and group 2, respectively. Since 4 dogs in group 1 and 1 dog in group 2 did not receive treatment for their tumor, this could have affected the difference in survival times between the two groups. Survival analysis on those dogs that were surgically treated, showed a significantly (*p* = 0.019) shorter survival time for dogs in group 1 compared to group 2.

**Figure 4:**
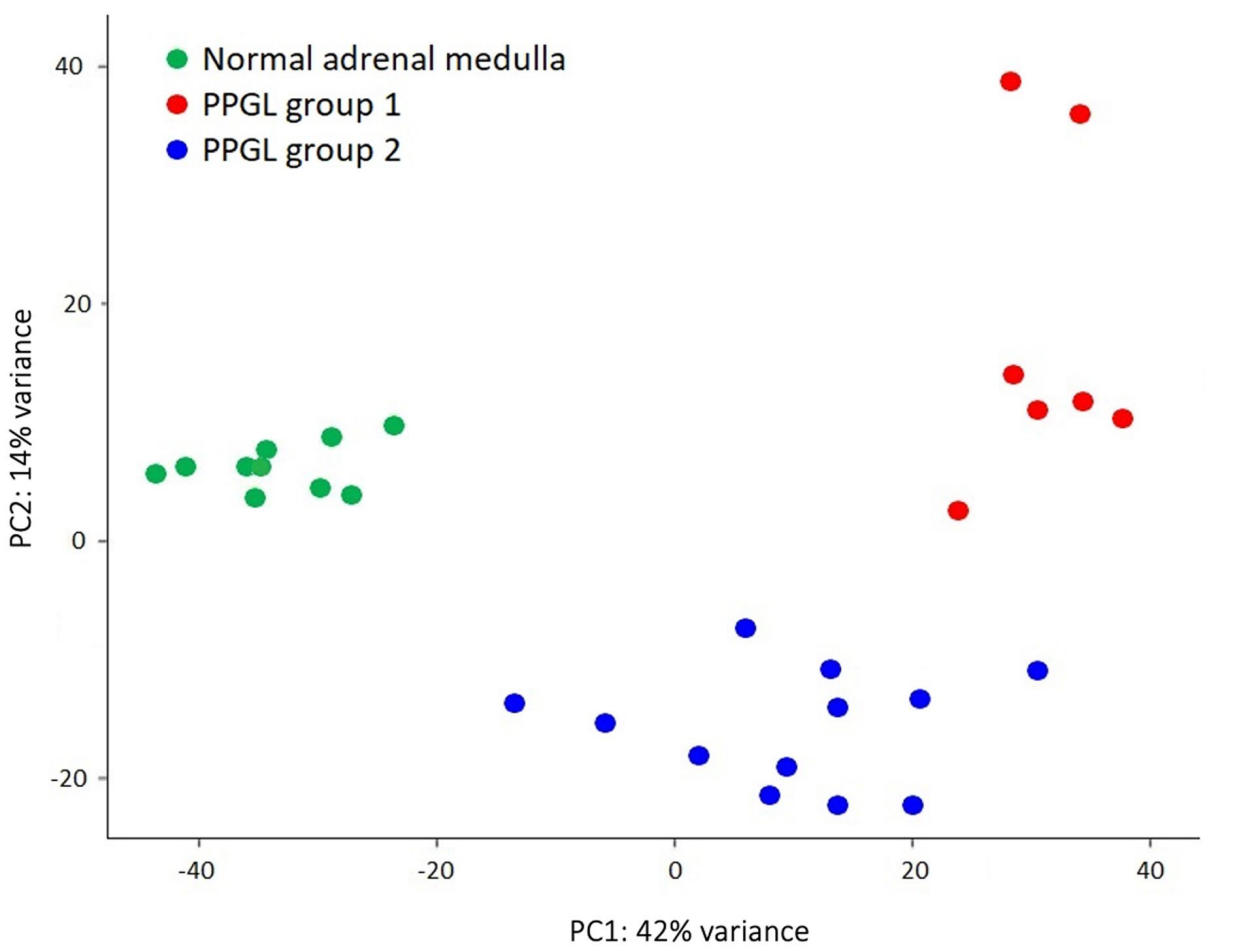
PPGL samples were classified based on their PCA profile as PPGL group 1 (*n* = 7) and PPGL group 2 (*n* = 12).

**Figure 5:**
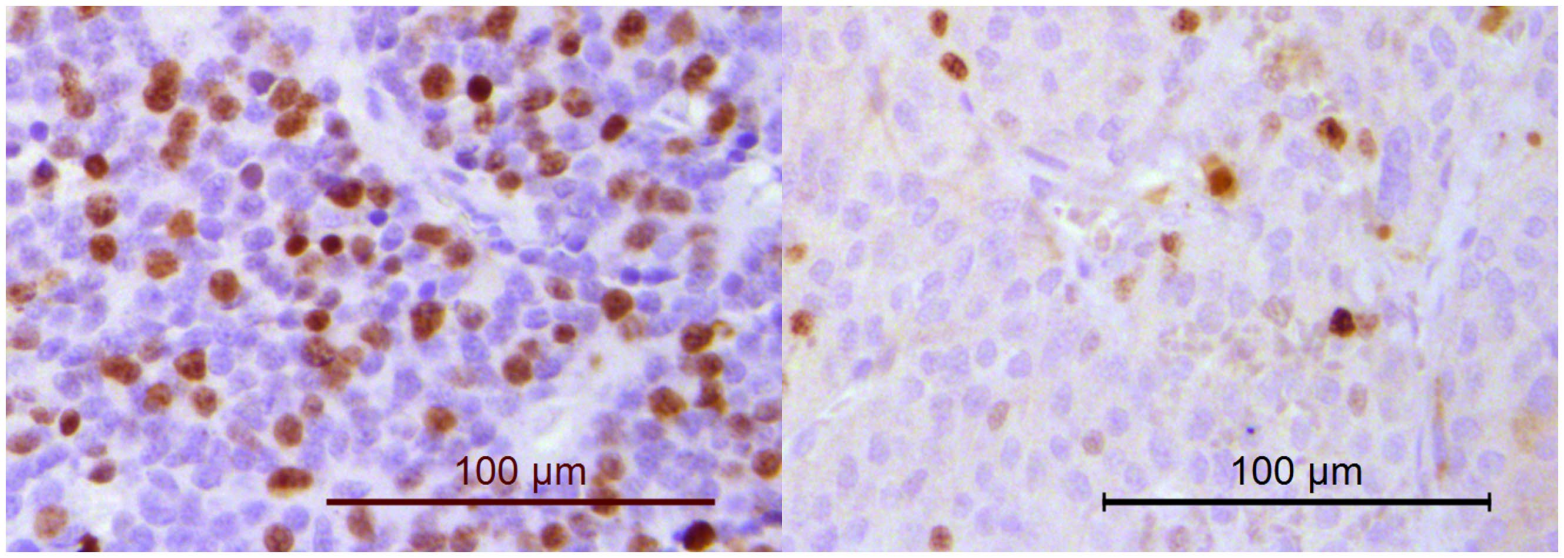
Immunohistochemistry for Ki67. The percentage of neoplastic cells with nuclear positivity was counted in a minimum of 1,000 cells. Dogs in PPGL group 1 (example on the left; Ki67 score of 33.4%) had significantly higher Ki67 scores than dogs in PPGL group 2 (example on the right; Ki67 score of 10.1%).

**Figure 6:**
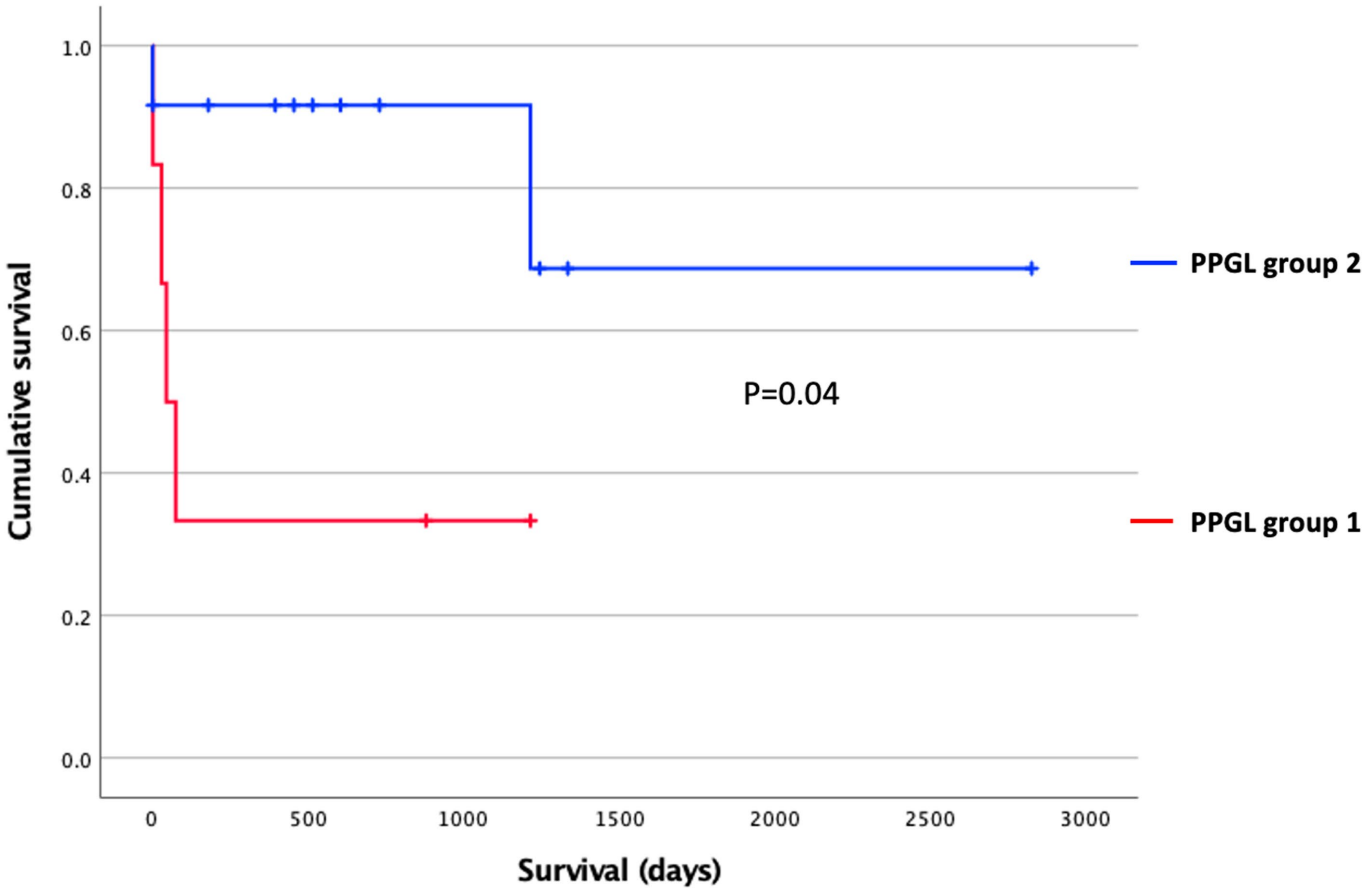
Survival stratified according to the PPGL classification using Kaplan–Meier analysis. Censored dogs are indicated as tick marks. The *p* value indicates the significance of the difference between PPGL group 1 and 2 as calculated with the log-rank test.

### 3.5. PPGL group 1 versus group 2

When comparing PPGL group 1 with PPGL group 2, no genes were differentially expressed if an FDR-adjusted *p* < 0.05 was used. 

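Of the 14666 genes tested, 470 had an FDR-adjusted p below 0.05 by edgeR's QL test, 260 higher and 210 lower in group 1. The exact Mann-Whitney U-test gave 159 genes, 54 higher and 105 lower. With the normal approximation in place of the exact test, 0 genes passed (lowest FDR-adjusted p = 0.141), and 2131 had an unadjusted p below 0.05. The paper's text does not state which of these forms was used. The largest QL count came from a fit of all 29 samples in 3 groups, with 1637 genes. When the cortical score was included as a covariate, 0 genes passed and 1523 had an unadjusted p below 0.05.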

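At an FDR-adjusted p below 0.1, 1015 genes differed between PPGL groups 1 and 2 by edgeR's QL test (582 higher and 433 lower in group 1), and 404 by the exact Mann-Whitney U-test (161 higher and 243 lower). When each of the 19 tumors was left out in turn, the QL count ranged from 525 to 1218.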

Because of the exploratory nature of this work, we increased the cut-off to an FDR-adjusted *p* < 0.1, which showed a total of 52 DEGs. Of these, 33 had a log_2_ FC of >3 (*n* = 9) or <−3 (*n* = 24) in PPLG group 1 compared to PPGL group 2 (Figure 7; Supplementary Table S4). 

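With the same thresholds, the QL test gave 62 genes with a log2 FC over 3 and 163 under -3 in group 1, and the exact Mann-Whitney U-test 13 and 108. All 9 upregulated and 24 downregulated genes of Supplementary Table S4 changed in the paper's direction with an FDR-adjusted p below 0.1 by either test, and 8 and 23 of them were also past the log2 FC threshold. The log2 FC differed from the paper's by at most 0.09 and 0.09. COL22A1, with a log2 FC of 2.97, was on the other side of the threshold.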

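DPP6, on chromosome 16 from 17357522 to 18041822, averaged 297 ± 249 CPM (SD, n = 7) in group 1 and 6.07 ± 10.0 CPM (SD, n = 12) in group 2 (log2 FC 5.64, SE 0.95, FDR-adjusted p = 0.00541, edgeR), and 5 of 7 group 1 tumors lay above every group 2 tumor. BRINP1, on chromosome 11 from 72628582 to 72764077, was above every group 2 tumor in 6 of 7 (log2 FC 4.90, SE 0.88, FDR-adjusted p = 0.00637, edgeR). VSTM2L, TOX2 and CHST1 had log2 FCs of 3.31, 3.30 and 3.18, and all 7 group 1 tumors exceeded every group 2 tumor for TOX2. The means of TOX2, CHST1 and VSTM2L in NAMs (86.4, 126 and 34.4 CPM) lay between the means of group 1 (120.4, 169.7 and 80.9 CPM) and group 2 (12.3, 18.5 and 8.17 CPM). Of the downregulated genes, LRRC15, on chromosome 33 from 31332496 to 31342583, averaged 0.174 ± 0.142 CPM in group 1 and 75.8 ± 106 CPM in group 2 (log2 FC -8.67, SE 1.49, FDR-adjusted p = 0.00584, edgeR), with 4 of 7 group 1 tumors below every group 2 tumor. NWD2 (log2 FC -7.94, SE 1.47, FDR-adjusted p = 0.00842, edgeR), LMAN1L (log2 FC -6.33, SE 1.13, FDR-adjusted p = 0.00606, edgeR) and GSTA2 (log2 FC -5.70, SE 1.07, FDR-adjusted p = 0.00881, edgeR) were below every group 2 tumor in 6, 6 and 6 of 7. With the cortical score as a covariate, the log2 FC was -0.11 for LMAN1L and -0.17 for GSTA2, against -8.87 for LRRC15, 5.96 for DPP6 and 5.50 for BRINP1, none with an FDR-adjusted p below 0.1.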

Table 5 shows the upregulated and top 10 downregulated genes based on their log_2_ FC.

**Figure 7:**
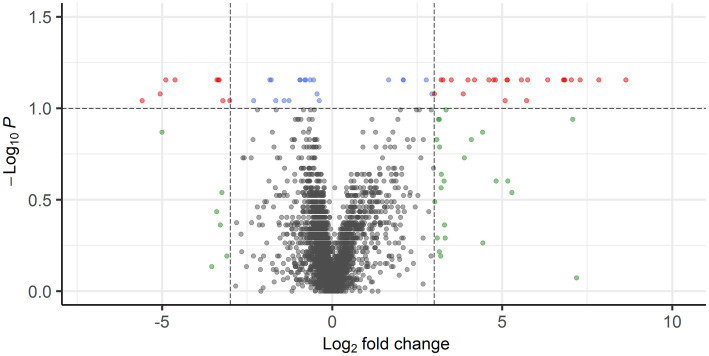
Volcano plot showing DEGs between PPGL group 1 and 2 with FDR-corrected *p* < 0.1 and log_2_ FC of >3 (24 genes) or <−3 (9 genes) in red.

**Table 5:** Upregulated (*n* = 9) and top 10 downregulated genes in PPGL group 1 versus group 2.

Ensembl ID	Gene symbol	Log_2_ fold change	FDR *p* value	Gene name
ENSCAFG00000005036	DPP6	5.6	0.09083	Dipeptidyl peptidase like 6
ENSCAFG00000018449	ISL1	5.1	0.08352	ISL LIM homeobox 1
ENSCAFG00000003526	BRINP1	4.9	0.06994	BMP/retinoic acid inducible neural specific 1
ENSCAFG00000003369	PTN	4.6	0.06994	Pleiotrophin
ENSCAFG00000028604	VSTM2L	3.4	0.06994	V-Set and transmembrane domain-containing protein 2-like protein
ENSCAFG00000014616	COMP	3.3	0.06994	Cartilage oligomeric matrix protein
ENSCAFG00000009354	TOX2	3.3	0.06994	TOX high mobility group box family member 2
ENSCAFG00000009385	CHST1	3.2	0.09083	Carbohydrate sulfotransferase 1
ENSCAFG00000001178	COL22A1	3.0	0.09083	Collagen type XXII alpha 1 chain
ENSCAFG00000020362	HSD11B2	−5.7	0.09083	Hydroxysteroid 11-beta dehydrogenase 2
ENSCAFG00000031682	GSTA2	−5.7	0.06994	Glutathione S-transferase A2
ENSCAFG00000017950	LMAN1L	−6.3	0.06994	Lectin, mannose binding 1 like
ENSCAFG00000010039	HSD3B2	−6.8	0.06994	Hydroxy-delta-5-steroid dehydrogenase, 3 beta- and steroid delta-isomerase 2
ENSCAFG00000010279	CYP17A1	−6.8	0.06994	Cytochrome P450 family 17 subfamily A member 1
ENSCAFG00000000712	CYP21A2	−6.8	0.06994	Cytochrome P450 family 21 subfamily A member 2
ENSCAFG00000017888	CYP11A1	−7.0	0.06994	Cytochrome P450 family 11 subfamily A member 1
ENSCAFG00000001285	CYP11B2	−7.3	0.06994	Cytochrome P450 family 11 subfamily B member 2
ENSCAFG00000016269	NWD2	−7.8	0.06994	NACHT and WD repeat domain containing 2
ENSCAFG00000013466	LRRC15	−8.6	0.06994	Leucine rich repeat containing 15

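ISL1, on chromosome 4 from 63637443 to 63648183, averaged 179 ± 131 CPM (SD, n = 7) in group 1, 5.56 ± 11.1 CPM (SD, n = 12) in group 2 and 36.5 ± 14.7 CPM (SD, n = 10) in NAMs. Its log2 FC between the groups was 5.02 (SE 1.15, edgeR FDR-adjusted p = 0.0244; exact Mann-Whitney FDR-adjusted p = 0.0348). COMP, on chromosome 20 from 44306859 to 44314625, averaged 209 ± 347 CPM in group 1, 21.4 ± 9.49 CPM in group 2 and 237 ± 85.6 CPM in NAMs, with a log2 FC of 3.32 between the groups (SE 0.58, edgeR FDR-adjusted p = 0.00606; exact Mann-Whitney FDR-adjusted p = 0.0287). For PTN, on chromosome 16 from 11283077 to 11382814, the log2 FC was 4.53 (SE 0.59, edgeR FDR-adjusted p = 0.00308; exact Mann-Whitney FDR-adjusted p = 0.0204). Each of the 3 genes was above every group 2 tumor in 6 of 7 group 1 tumors. With each PPGL left out in turn, these log2 FCs ranged from 4.76 to 6.14 for ISL1, 1.89 to 3.53 for COMP and 3.85 to 4.87 for PTN. The lowest value for COMP was thus under the threshold of 3, while its edgeR FDR-adjusted p was at most 0.0161. Adjusted for the cortical score, the log2 FCs were 2.91, 2.82 and 4.72 and none had an FDR-adjusted p below 0.1 (0.679, 0.490 and 0.151, edgeR). Set against NAMs with the 2 groups pooled, ISL1 had a log2 FC of 0.92 (FDR-adjusted p = 0.519) and COMP of -1.39 (FDR-adjusted p = 0.0745).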

When interrogating these up-and downregulated DEGs, data revealed that upregulated genes in group 1 were associated with cancer development and progression (e.g., ISL LIM Homeobox 1 [*ISL1*], Cartilage Oligomeric Matrix Protein [*COMP*], pleiotrophin [*PTN*]), which fits with the more aggressive phenotype of group 1. 

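CYP11B2, on chromosome 13 from 36871435 to 36883229, averaged 3.16 ± 7.15 CPM (SD, n = 7) in group 1, 474 ± 665 CPM (SD, n = 12) in group 2 and 2268 ± 736 CPM (SD, n = 10) in NAMs, and its log2 FC between the groups was -7.23 (SE 1.55, edgeR FDR-adjusted p = 0.0174). CYP17A1, on chromosome 28 from 15293106 to 15298852, averaged 22.3 ± 39.3 CPM in group 1 and 2428 ± 3238 CPM in group 2, and HSD11B2, on chromosome 5 from 81966937 to 81968991, 4.47 ± 2.67 CPM in group 1 and 233 ± 309 CPM in group 2. The log2 FCs of HSD11B2, CYP11A1, CYP17A1, CYP21A2 and HSD3B2 were -5.69, -6.96, -6.75, -6.80 and -6.73, with edgeR FDR-adjusted p-values between 0.00541 and 0.0259. All 7 group 1 tumors were below every group 2 tumor for CYP21A2, and 4 to 6 of 7 for the other genes. STAR, which is also a steroidogenesis gene, differed by less than the spread between tumors (log2 FC -1.43, SE 0.79, edgeR FDR-adjusted p = 0.333).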

Many downregulated genes were involved in adrenal steroidogenesis (e.g., Hydroxysteroid 11-beta Dehydrogenase 2 [*HSD11B2*], Cytochrome P450 Family 11 Subfamily B Member 2 [*CYP11B2*] and Subfamily A Member 1 [*CYP11A1*], Cytochrome P450 Family 17 Subfamily A Member 1 [*CYP17A1*], Cytochrome P450 Family 21 Subfamily A Member 2 [*CYP21A2*], Steroidogenic Factor 1 [*SF-1*]). Pathway enrichment analysis revealed 4 underexpressed pathways (Table 6) in PPGL group 1 compared to group 2, but no overexpressed pathways when using an FDR-adjusted *p* ≤ 0.05 for enrichment.

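The score of the 20 steroidogenesis genes was 2.10 ± 1.00 (SD, n = 7) in group 1 and 6.06 ± 1.50 (SD, n = 12) in group 2 (two-sided exact permutation test, p = 3.97e-05, adjusted p = 0.000278 over 14 lists), and 6 of 7 group 1 tumors lay below every group 2 tumor. Their median log2 FC was -4.28. The score of the 70 mitosis genes was 3.59 ± 1.30 (SD, n = 7) in group 1 and 2.45 ± 0.62 (SD, n = 12) in group 2 (exact p = 0.0131, adjusted p = 0.0457), with 6 of 7 group 1 tumors above the median of group 2. Without the seventh replicate of group 1, which had the highest score, the difference of 1.14 was 0.75 (exact p = 0.0507, unadjusted). The median log2 FC of the mitosis genes, 1.68, moved most with the cortical score as a covariate, to 0.38 (camera test of limma, p = 0.632). TCA cycle enzyme genes and respiratory chain genes differed between the groups by 0.03 and 0.02 (exact p = 0.759 and 0.899).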

**Table 6:** Underexpressed pathways in dogs from PPGL group 1 compared to group 2.

Underexpressed pathways	FDR *p* value	NES
Cellular ketone metabolic process	0.007	−1.69
Diseases of metabolism	0.008	−1.69
Steroid metabolic process	0.016	−1.69
Metabolism of steroids	0.011	−1.68

The NES reflects the enrichment of the pathways.

In search for a therapeutic target that could specifically benefit patients with a poor prognosis (PPGL group 1), we compared DEGs between PPGLs and NAMs, and between PPGL group 1 and 2. When using an FDR-corrected *p* < 0.05 for the comparison between PPGL and NAMs, and an FDR-corrected *p* < 0.1 for the comparison between PPGL group 1 and 2, we found 1 gene that was upregulated with a log_2_ FC >3 and 8 genes that were downregulated with a log_2_ FC < -3 in both comparisons (Table 7). 

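PTN, CYP21A2 and CYP11A1 were past both sets of thresholds, as were APOC1 (log2 FC -3.15 against NAMs and -4.02 between the groups), FGFR2 (-3.28 and -4.28), ACSBG1 (-3.07 and -5.05), ENPP2 (-3.79 and -5.56), NR5A1 (-5.19 between the groups) and GSTA2 (-3.56 against NAMs). In all, 17 genes were up and 39 down in both comparisons by the QL test. By the Mann-Whitney U-test, exact between the groups, 2 genes were up, PTN and DSCAML1 (log2 FC 5.21 and 3.42), and 38 were down. Without the low-count filter, the alternative that moved the number of shared upregulated genes most, 97 genes were up and 65 down in both. With the cortical score as a covariate in both fits, no gene was shared in either direction, since none passed between the groups.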

The expression of *PTN* was significantly higher in PPGL group 1 compared to NAM (*p* < 0.001), and in PPGL group 1 compared to group 2 (*p* = 0.006; Figure 8), which makes it a promising therapeutic target for patients with a poor prognosis.

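PTN averaged 96.5 ± 101 CPM (SD, n = 7) in group 1, 4.21 ± 3.63 CPM (SD, n = 12) in group 2 and 2.03 ± 1.50 CPM (SD, n = 10) in NAMs. The 3 groups differed by a Kruskal-Wallis test with a permutation p of 0.0001, the smallest that 10000 permutations can give. Group 1 was 47.6-fold above NAMs (log2 ratio of means 5.57; two-sided exact permutation test, Bonferroni-adjusted p = 0.000154), with all 7 group 1 tumors above every NAM. It was 23.0-fold above group 2 (log2 ratio 4.52; exact permutation test, Bonferroni-adjusted p = 0.000119). Group 2 and NAMs differed by less than the spread between samples (log2 ratio 1.05; permutation test, Bonferroni-adjusted p = 0.245). Single tumors of group 1 ranged from 8.47 to 314 CPM. With the exact rank sum in place of the difference in means, the adjusted p was 0.000309 for group 1 against NAMs and 0.000238 for group 1 against group 2. From the higher expression in group 1, the paper reasons that PTN is a promising therapeutic target for patients with a poor prognosis.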

**Table 7:** Genes that are up-or downregulated in PPGL compared to the NAM, as well as in PPGL group 1 compared to group 2.

Ensembl ID	Gene symbol	PPGL/NAM		PPGL 1/PPGL 2		Gene name
		Log_2_ FC	FDR *p* value	Log_2_ FC	FDR *p* value	
ENSCAFG00000003369	PTN	4.2	0.0296	4.6	0.0699	Pleiotrophin
ENSCAFG00000004615	APOC1	−3.1	0.000786	−4.0	0.0699	Apolipoprotein C1
ENSCAFG00000012374	FGFR2	−3.3	0.000786	−4.2	0.0699	Fibroblast growth factor receptor 2
ENSCAFG00000014189	ACSBG1	−3.1	0.000786	−5.1	0.0908	Acyl-CoA synthetase bubblegum family member 1
ENSCAFG00000023086	SF-1	−3.3	0.000786	−5.2	0.0699	Steroidogenic factor 1
ENSCAFG00000000865	ENPP2	−3.8	0.000786	−5.6	0.0699	Ectonucleotide pyrophosphatase/phosphodiesterase 2
ENSCAFG00000031682	GSTA2	−3.5	0.000786	−5.7	0.0699	Glutathione S-transferase A2
ENSCAFG00000000712	CYP21A2	−3.2	0.000786	−6.8	0.0699	Cytochrome P450 family 21 subfamily A member 2
ENSCAFG00000017888	CYP11A1	−3.4	0.000786	−7.0	0.0699	Cytochrome P450 family 11 subfamily A member 1

**Figure 8:**
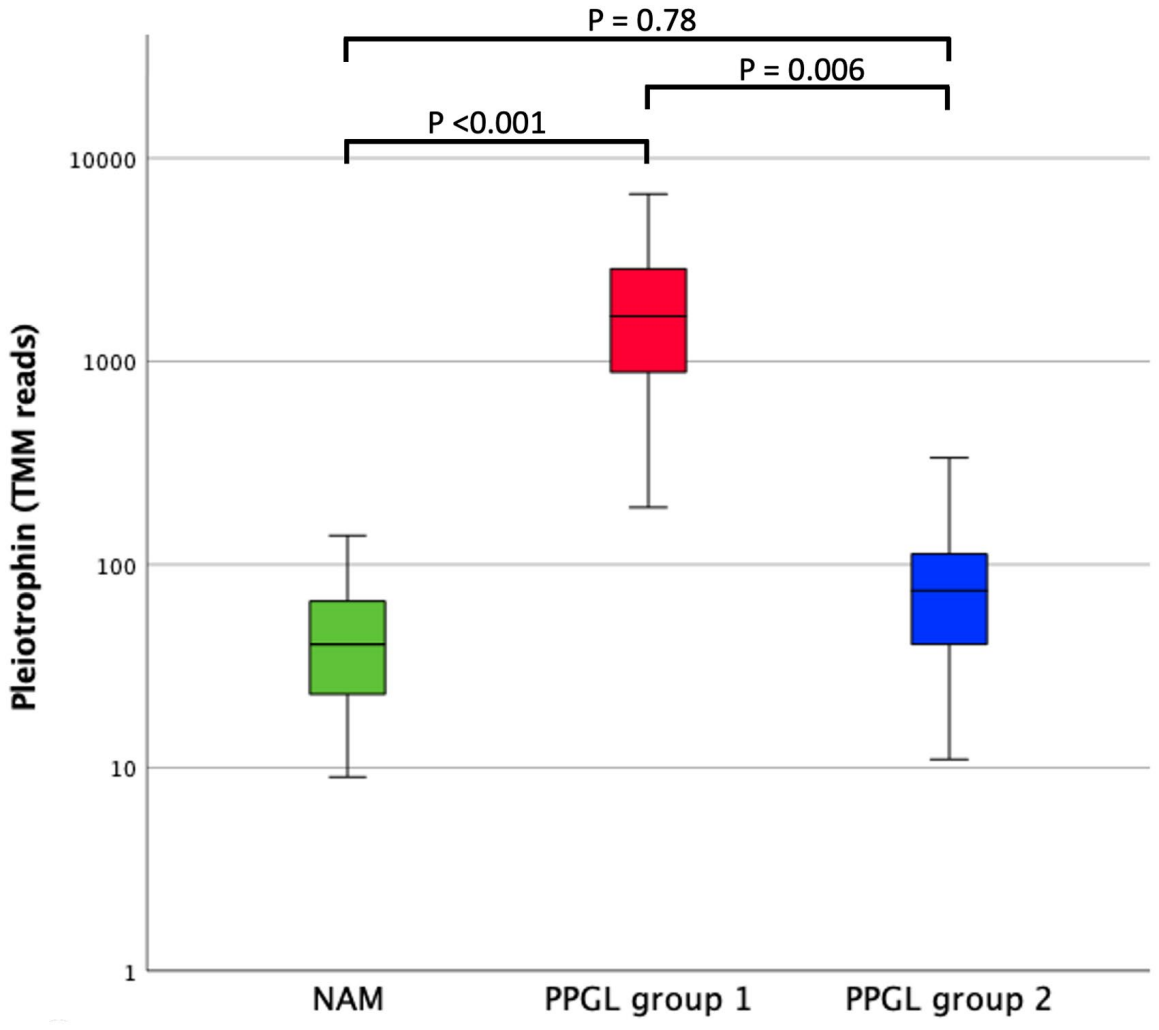
Comparison of pleiotrophin expression (TMM RNA sequencing reads) between NAM, PPGL group 1, and PPGL group 2. The box represents the inter quartile range (i.e., the second and third quartiles). The line within the box represents the median. The whiskers represent the range, extending to a maximum of 1.5-times the interquartile range.

## 4. Discussion

This is the first study in which a transcriptome sequencing approach was applied to identify gene expression characteristics of canine PPGL. We have detected several genes and biological pathways that were dysregulated in PPGLs compared to NAMs, yielding new insights into the pathogenesis of these tumors in dogs and providing potential targets for therapeutic intervention. In addition, we identified 2 transcriptionally distinct groups of PPGLs that had significantly different survival times.

We detected 4,218 DEGs between NAM and PPGL, and hierarchal clustering of these DEGs revealed well-defined clustering of normal and tumor tissues, showing a distinct gene expression profile. Compared with healthy controls, dogs with PPGL had increased expression of genes related to the cell cycle, tumor development, progression and metastasis, hypoxia and angiogenesis, and the Wnt signaling pathway, and decreased expression of genes related to adrenal steroidogenesis.

Aberrant activation of the Wnt pathway is implicated in cancer initiation and progression (44). In humans with PPGL, the Wnt-altered cluster consists of adrenal PCCs with Mastermind Like Transcriptional Coactivator 3 (*MAML3*) fusion genes and Cold Shock Domain Containing E1 (*CSDE1*) somatic mutations, resulting in an activation of the Wnt and Hedgehog signaling pathways and overexpression of genes such as Wnt Family Member 4 (*WNT4*) and Dishevelled Segment Polarity Protein 3 (*DVL3*) (9). Although these specific genes are not differentially expressed between canine PPGL and NAM, we did find significantly increased expression of Wnt Family Member 3 (*WNT3*; 21-fold overexpressed), Secreted Frizzled Related Protein 2 (*SFRP2*; 138-fold overexpressed), and NKD Inhibitor of WNT Signaling Pathway 1 (*NKD1*; 22-fold overexpressed). 

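Of the genes named for the Wnt-altered cluster in humans, WNT4 had a log2 FC of 1.61 (SE 0.69, FDR-adjusted p = 0.0628), DVL3 of -0.15 (SE 0.14, FDR-adjusted p = 0.388) and MAML3 of 0.12 (SE 0.21, FDR-adjusted p = 0.681). WNT3, on chromosome 9 from 10077567 to 10124508, averaged 7.48 ± 8.11 CPM (SD, n = 19) in PPGLs and 0.343 ± 0.259 CPM (SD, n = 10) in NAMs (log2 FC 4.41, SE 0.68, FDR-adjusted p = 1.64e-05; Mann-Whitney FDR-adjusted p = 0.00126), and lay above every NAM in 18 of 19 PPGLs. SFRP2, on chromosome 15 from 51540500 to 51548765, had the less even increase, with 0.453 ± 0.366 CPM in NAMs (SE of the log2 FC 1.56; Mann-Whitney FDR-adjusted p = 0.0187). NKD1, on chromosome 2 from 64722243 to 64807875, averaged 19.9 ± 32.2 CPM in PPGLs and 0.897 ± 0.360 CPM in NAMs (log2 FC 4.46, SE 0.81, FDR-adjusted p = 0.000107), above every NAM in 17 of 19 PPGLs. In the fit with the cortical covariate, the log2 FC was 3.06 for WNT3, 6.65 for SFRP2 and 2.26 for NKD1, and the FDR-adjusted p of NKD1 was 0.0800.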

Overexpression of *WNT3* activates the canonical Wnt pathway, and WNT3 treatment enhanced cell proliferation in rat PCC (PC12) cells (45). *SFRP2* can function both as a Wnt antagonist and agonist, whereas *NKD1* functions as an inhibitor of the Wnt signaling pathway (35). The role of *SFRP2* as enhancer of the Wnt signaling pathway, resulting in the upregulation of *WNT3*-regulated genes including its antagonist *NKD1*, has been previously described (46). Additionally, *SFRP2* has been shown to play a key role in tumor angiogenesis (35). Thus, the Wnt pathway, and specifically *SFRP2*, might show great promise as target for anti-cancer therapy in dogs with PPGL.

Besides genes related to the Wnt signaling pathway, our data revealed several other interesting genes that could provide targets for therapeutic intervention (also see Table 2). For example, the transcription factor MYB Proto-Oncogene Like 2 (*MYBL2*) was significantly overexpressed (11-fold) in PPGLs. 

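MYBL2, on chromosome 24 from 31343997 to 31382624, averaged 16.2 ± 51.3 CPM (SD, n = 19) in PPGLs and 1.51 ± 0.619 CPM (SD, n = 10) in NAMs (log2 FC 3.42, SE 0.91, FDR-adjusted p = 0.00399; Mann-Whitney FDR-adjusted p = 0.0230), and 13 of 19 PPGLs lay above every NAM. The median was 4.43 CPM in PPGLs and 1.58 CPM in NAMs, and the highest tumor had 227 CPM. Between the groups its log2 FC was 3.17 (edgeR FDR-adjusted p = 0.0428), and 0.46 (FDR-adjusted p = 0.734) without the seventh replicate of group 1.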

*MYBL2* is an important physiological regulator of cell cycle progression and cell survival and promotes cancer initiation and/or progression when overexpressed (38). In humans with PPGL, increased *MYBL2* expression is significantly correlated with lower 5-years progressive-free interval (47). Although direct MYBL2 inhibitors are not yet available, inhibitors interfering with downstream target genes of MYBL2 may serve as effective novel therapeutics (38). We also noted increased (14-fold) expression of the gene Mitogen-Activated Protein Kinase 12 (*MAPK12*), which has been shown to play a role in cancer development, invasion, and metastasis (36). 

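MAPK12, on chromosome 10 from 16986828 to 16994937, averaged 15.3 ± 17.3 CPM (SD, n = 19) in PPGLs and 1.07 ± 0.620 CPM (SD, n = 10) in NAMs (log2 FC 3.82, SE 0.84, FDR-adjusted p = 0.000778; Mann-Whitney FDR-adjusted p = 0.0187). It lay above every NAM in 15 of 19 PPGLs and below every NAM in 2. The groups differed by a log2 FC of 0.12 (edgeR FDR-adjusted p = 0.960).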

In humans with PPGL, the MAPK pathway is mainly associated with tumors from the kinase signaling cluster, but several MAPK-related genes, including *MAPK12*, are also upregulated in Succinate Dehydrogenase (SDH) B (*SDHB*)-derived PPGLs (37). It has been shown that treatment of mouse PCC cell lines with statins induced apoptosis by MAPK inhibition (37). Thus, treatment with specific MAPK12 inhibitors or statins might provide a promising treatment option for dogs with PPGL.

In humans with PPGL, several TKIs, including sunitinib, are currently under evaluation in phase II clinical trials^2^. Sunitinib targets multiple tyrosine kinase receptors, including RET, vascular endothelial growth factor receptors (VEGFR) 1 and 2, platelet-derived growth factor receptor (PDGFR)-β, and c-KIT (13, 14). Tumors from the pseudohypoxia cluster are characterized by activation of pseudohypoxic pathways with resultant activation of HIF target genes implicated in angiogenesis, including VEGF and PDGF (48). Thus, patients from the pseudohypoxia group may derive great benefit from sunitinib treatment (13). In addition, sunitinib may have additional activity in patients with increased RET expression (13). In our canine patients, we did not find increased expression of *VEGF*, *PDGF,* and their receptors at the mRNA level. In contrast, *RET* was significantly overexpressed (15-fold) in dogs with PPGL. 

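Of the genes for VEGF, PDGF and their receptors, VEGFA had a log2 FC of 0.39 (SE 0.32, FDR-adjusted p = 0.358) and VEGFB of 0.27 (SE 0.26, FDR-adjusted p = 0.433). VEGFC was lower in PPGLs (log2 FC -1.41, SE 0.28, FDR-adjusted p = 0.000250). PGF was higher in PPGLs (log2 FC 0.99, SE 0.25, FDR-adjusted p = 0.00315; Mann-Whitney FDR-adjusted p = 0.0135). VEGFD did not pass the low-count filter. Of the receptors, FLT1, KDR and FLT4 had log2 FCs of -0.60, -1.09 and -0.95 (FDR-adjusted p = 0.115, 0.00579 and 0.00580). PDGFD was lower in PPGLs (log2 FC -2.26, SE 0.31, FDR-adjusted p = 3.78e-06), as was PDGFA by the QL test (log2 FC -0.99, FDR-adjusted p = 0.0330) but not by the Mann-Whitney U-test (FDR-adjusted p = 0.694). PDGFB, PDGFC, PDGFRA, PDGFRB and KIT had log2 FCs of 0.40, -0.01, -0.68, 0.02 and 1.14, none with an edgeR FDR-adjusted p below 0.05, though PDGFRA differed by the Mann-Whitney U-test (FDR-adjusted p = 0.00566). In the fit with the cortical covariate, VEGFC (FDR-adjusted p = 0.0622), FLT4 (0.261) and PDGFA (0.527) were no longer below an FDR-adjusted p of 0.05, KDR (0.0128) and PDGFD (0.0178) were, and the signs of PDGFB, PDGFC, PDGFRA and PDGFRB reversed. The mean score of the whole list was different in PPGLs by -0.62 (permutation test, p = 0.00231, adjusted p = 0.00359 over 14 lists).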

Targets of the veterinary available TKI toceranib phosphate include VEGFR, PDGFR, C-KIT, and likely also RET, based on its structural and functional similarity to sunitinib (49). Although these findings should be validated by functional (i.e., protein expression) studies, this suggests that dogs with PPGL might benefit from a new generation of kinase inhibitors with improved selectivity for RET.

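GFRAL had counts in 12 of 19 PPGLs and 2 of 10 NAMs. It averaged 8.83 ± 17.7 CPM (SD, n = 19) in PPGLs, and no NAM had more than 1 count, so that it was at least 73.2-fold higher in PPGLs. Its Mann-Whitney FDR-adjusted p was 0.0458 over all genes with a count. In 9 of 19 PPGLs it was above 3 counts, and 1 tumor held 37.7% of the summed normalized counts of the PPGLs. GDF15, on chromosome 20 from 44634588 to 44636821, was also below the filter, with 0.498 ± 0.688 CPM in PPGLs and 0.103 ± 0.0847 CPM (SD, n = 10) in NAMs (log2 FC 2.20, SE 0.72, FDR-adjusted p = 0.0225 without the filter; Mann-Whitney FDR-adjusted p = 0.110).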

In this study, GDNF Family Receptor Alpha Like (*GFRAL*), which is the receptor for Growth Differentiation Factor 15 (*GDF15*), was the most upregulated gene in dogs with PPGL (672-fold increased). Of interest, signaling of glial-derived neurotrophic factor (GDNF)-family receptors occurs through the RET receptor tyrosine kinase (25, 50). GDNF-mediated activation of RET is recognized in several cancers and promotes tumor growth, invasion, and metastasis (25). Moreover, GDF15 is considered the main actor of cachexia in cancer signaling through its receptor GFRAL (26). Therefore, strategies targeting the GDF15-GFRAL-RET axis might be of interest to dogs with PPGL, both by their direct anti-tumor effect and by reducing cancer cachexia.

According to TCGA data, human PPGLs have the highest *DRD2* mRNA expression of all cancers. A phase II clinical trial of ONC201, a DRD2 antagonist, in human patients with metastatic neuroendocrine tumors including PPGL showed clinical benefit in the majority of patients with PPGL (5 partial responses, 7 stable diseases, 2 progressive diseases) (27). In our canine population, *DRD2* was significantly overexpressed (36-fold). Thus, the use of DRD2 antagonist might be beneficial to dogs with PPGL as well.

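Across single samples, the cortical score ranged from 9.08 to 11.26 in NAMs, from 3.00 to 10.07 in PPGL group 2 and from -0.62 to 3.75 in PPGL group 1. Of the 117 genes past both thresholds that were lower in PPGLs, 21 remained past them with the score as a covariate. Without the 11 of them that are in the score or the steroidogenesis list, it was 21 of 106. Of the 306 genes that were higher, 165 remained past both thresholds.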

The decreased expression of adrenal steroidogenesis-related genes and gene pathways in PPGLs compared to NAMs can be explained by contamination of the NAM samples by adjacent cortical cells. 

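Of the TCA cycle enzyme genes, 15 of 17 had a negative log2 FC, 9 of them with an FDR-adjusted p below 0.05. SDHA, on chromosome 34 from 11935941 to 11965189, averaged 349 ± 40.7 CPM (SD, n = 10) in NAMs and 212 ± 66.6 CPM (SD, n = 19) in PPGLs (log2 FC -0.72, SE 0.14, FDR-adjusted p = 0.000250). SDHC (chromosome 38 from 21162421 to 21200333) fell from 198 ± 52.7 to 110.4 ± 27.3 CPM (log2 FC -0.84, SE 0.14, FDR-adjusted p = 4.00e-05), and fumarate hydratase (FH, chromosome 7 from 32901586 to 32927412) from 104 ± 22.0 to 68.1 ± 18.6 CPM (log2 FC -0.62, SE 0.15, FDR-adjusted p = 0.00166). For SDHB, the log2 FC of -0.45 (SE 0.23, FDR-adjusted p = 0.131) was within the spread between samples. SDHD was not found under this name in the count table. When the cortical score was included as a covariate, the median log2 FC of the list was -0.31, and SDHA (log2 FC -0.27, FDR-adjusted p = 0.260) and FH (log2 FC -0.33, FDR-adjusted p = 0.266) were no longer below an FDR-adjusted p of 0.05, while SDHC (log2 FC -0.55, FDR-adjusted p = 0.0492) was.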

PPGLs also showed decreased expression of the TCA cycle pathway. In humans, the pseudohypoxia cluster partially consists of tumors with mutations in TCA cycle-related genes, such as the SDH subunits (*SDHA/B/C/D*) and fumarate hydratase (2). In dogs with PPGL, mutations in *SDHB* and *SDHD* have been described (51, 52), suggestive of common pseudohypoxic pathways. The decreased expression of the TCA cycle pathway in PPGL dogs in our study may reflect this. Future studies on whole-exome or whole-genome sequencing will be needed to fully unravel the genetic background of canine PPGL.

The levels of expression of DEGs were not validated by quantitative real-time reverse transcription polymerase chain reaction (qRT-PCR) in this study, as the added value of this practice has been questioned recently. It has been shown that the vast majority of ‘non-concordant’ results between RNA sequencing and qRT-PCR analysis (defined as either both approaches leading to differential expression in opposite directions or one of the methods demonstrating differential expression while the other does not) is seen in genes with a log_2_ fold change of <2 (53), whereas a cutoff of a log_2_ fold change of >3 or < −3 was used in the present study for genes to be considered differentially expressed.

When comparing gene expression profiles among dogs with PPGL, DEGs only were identified at an FDR-adjusted *p* < 0.1, suggesting less transcriptomic variance between tumor tissues classified as PPGL group 1 versus group 2 than between PPGL and NAM. However, this also can be related to the small sample size and heterogeneous groups of patients. The less stringent FDR-adjusted *p* values should be taken into consideration regarding the robustness of the comparisons between PPGL group 1 and 2. Despite this, the classification of PPGL samples based on their position in the PCA plot did allow for the prognostic prediction of dogs with PPGL, showing significantly higher Ki67 scores and worse survival times of tumors in group 1. The survival analyses in this study, however, do have some limitations. In some patients, the cause of death or reason for euthanasia was presumed to be unrelated to PPGL based on the presence of unrelated clinical signs. To definitively exclude this, necropsy would have been required, which was not performed in the majority of dogs. Although a difference in treatment between dogs in group 1 and 2 was excluded as the reason for the shorter survival times of dogs in group 1, survival in patients undergoing surgical resection of PPGL might have been influenced by a combination of factors other than the tumor (such as expertise of the surgeon and anesthetist).

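The cortical score averaged 1.06 ± 1.59 (SD, n = 7) in group 1 and 6.77 ± 1.89 (SD, n = 12) in group 2 (two-sided exact permutation test, p = 3.97e-05, adjusted p = 0.000278 over 14 lists), and 6 of 7 group 1 tumors lay below every group 2 tumor. Of the steroidogenesis genes, 19 of 20 were lower in group 1, 13 of them with an edgeR FDR-adjusted p below 0.05 over all genes and 17 over the list alone.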

Compared to group 1, PPGL group 2 overexpressed many genes involved in adrenal steroidogenesis. In humans, the cortical admixture cluster is enriched for adrenal cortical markers such as Steroidogenic Acute Regulatory Protein (*STAR*), *CYP11B2,* and *CYP21A2*, which could represent adrenal cortical contamination as an artifact due to impure tumor sampling or could represent a unique distinct tumor biology (9, 54, 55). In our study, most dogs in PPGL group 1 presented with a tumor thrombus (Supplementary Table S1). Sampling of the tumor thrombus, instead of the adrenal mass itself, might have resulted in less contamination with cortical cells in these dogs, possibly explaining these differences between the 2 groups.

Currently, there is no reliable way to predict the metastatic potential of PPGLs in dogs. A previous study evaluated The Pheochromocytoma of the Adrenal Gland Scaled Score (PASS) and several IHC markers in dogs with PCCs, which were shown not to be associated with survival (56). In our study, increased expression of *PTN* appeared to correlate with a more aggressive tumor phenotype, which might suggest that *PTN* could have prognostic value in dogs with PPGL. The possibility that *PTN* might be an interesting prognostic marker needs to be evaluated in a larger cohort of patients with long-term follow-up, and, ideally, by functional studies. In humans, the expression of PTN is increased in several types of cancer, and overexpression is usually associated with a poor prognosis (39, 40, 57). According to the GEPIA database^3^, *PTN* is highly expressed in human PPGL. To determine whether *PTN* could also be a prognostic factor in human PPGL, it would be interesting to consult human RNA sequencing datasets with long-term follow-up. In a study of men with prostate cancer, serum-based PTN was found to be a biomarker for metastatic progression (58). Thus, PTN might provide a promising cancer liquid biopsy marker, which warrants further research to evaluate the utility of PTN as a clinical test in different types of cancer. In addition, PTN may be therapeutically targeted, for example by treatment with microRNAs, anti-PTN antibodies, ribozyme-mediated knockdown, or inhibition of its receptor anaplastic lymphoma kinase (ALK) (39, 59, 60).

In conclusion, this study has shed light on the transcriptomic profile of canine PPGL and revealed novel targets for therapy. Future *in vitro* and *in vivo* studies are warranted to determine whether mentioned drugs (such as DRD2 antagonists, MAPK12 inhibitors, RET inhibitors, or drugs targeting PTN) can inhibit tumor growth and improve survival and quality of life in dogs with PPGL.

## Data availability statement

The raw and analyzed datasets for this study can be found in online repository: NCBI GEO under accession number GSE223526.

## Ethics statement

Ethical approval was not required for the studies involving animals in accordance with the local legislation and institutional requirements because ethical approval was not required because the tissue samples originated from client-owned dogs with naturally occurring pheochromocytoma and paraganglioma, collected after surgical resection for curative purposes, or collected after euthanasia. Permission to use tissues for research purposes was obtained from all dog owners. Normal adrenal tissues were obtained from healthy dogs used in animal research, that were euthanized for reasons unrelated to the present study, which was approved by the Ethical Committee of Utrecht University. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author contributions

MB, FS, and SGa contributed to conception and design of the study. MB, HK, SN, SGo, LS, MW, ET-S, and SGa contributed to data acquisition. MB, GG, MW, FS, MZ, and SGa contributed to data analysis and interpretation. MB wrote the first draft of the manuscript. FS wrote sections of the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This study was supported by the foundations called ‘Stichting Abri voor Dieren’ and ‘Friends of VetMed’. The open access publication fee is funded by Utrecht University’s Faculty of Veterinary Medicine.

## Conflict of interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Figures and Tables

**Table:** 

BSA	Bovine serum albumin
CHGA	Chromogranin A
CI	Confidence interval
COMP	Cartilage oligomeric matrix protein
CSDE1	Cold shock domain containing E1
CYP11A1	Cytochrome P450 family 11 subfamily A member 1
CYP11B2	Cytochrome P450 family 11 subfamily B member 2
CYP17A1	Cytochrome P450 family 17 subfamily A member 1
CYP21A2	Cytochrome P450 family 21 subfamily A member 2
DEG	Differentially expressed gene
DRD2	Dopamine receptor D2
DVL3	Dishevelled segment polarity protein 3
FC	Fold change
FDR	False discovery rate
GDF15	Growth differentiation factor 15
GDNF	Glial-derived neurotrophic factor
GFRAL	GDNF family receptor alpha like
HIF	Hypoxia-inducible factor
HSD11B2	Hydroxysteroid 11-beta dehydrogenase 2
IHC	Immunohistochemistry
ISL1	ISL LIM homeobox 1
MAML3	Mastermind like transcriptional coactivator 3
MAPK12	Mitogen-activated protein kinase 12
MYBL2	MYB proto-oncogene like 2
NAM	Normal adrenal medulla
NES	Normalized enrichment score
NKD1	NKD inhibitor of WNT signaling pathway 1
PCA	Principal component analysis
PCC	Pheochromocytoma
PDGFR	Platelet-derived growth factor receptor
PGL	Paraganglioma
PPGL	Pheochromocytoma and paraganglioma
PTN	Pleiotrophin
RET	Ret proto-oncogene
SDH	Succinate dehydrogenase
SF-1	Steroidogenic factor 1
SFRP2	Secreted frizzled related protein 2
STAR	Steroidogenic acute regulatory protein
SYP	Synaptophysin
TBS	Tris buffered saline
TCA	Tricarboxylic acid
TCGA	The cancer genome atlas
TKI	Tyrosine kinase inhibitor
VEGFR	Vascular endothelial growth factor receptor
WNT3	Wnt family member 3
WNT4	Wnt family member 4

# Supplementary material for: Whole transcriptome analysis of canine pheochromocytoma and paraganglioma
**Source:** Front Vet Sci. 2023 Aug 24;10:1155804. doi: 10.3389/fvets.2023.1155804
**Supplement:** Supplementary file 1

## Slide 1
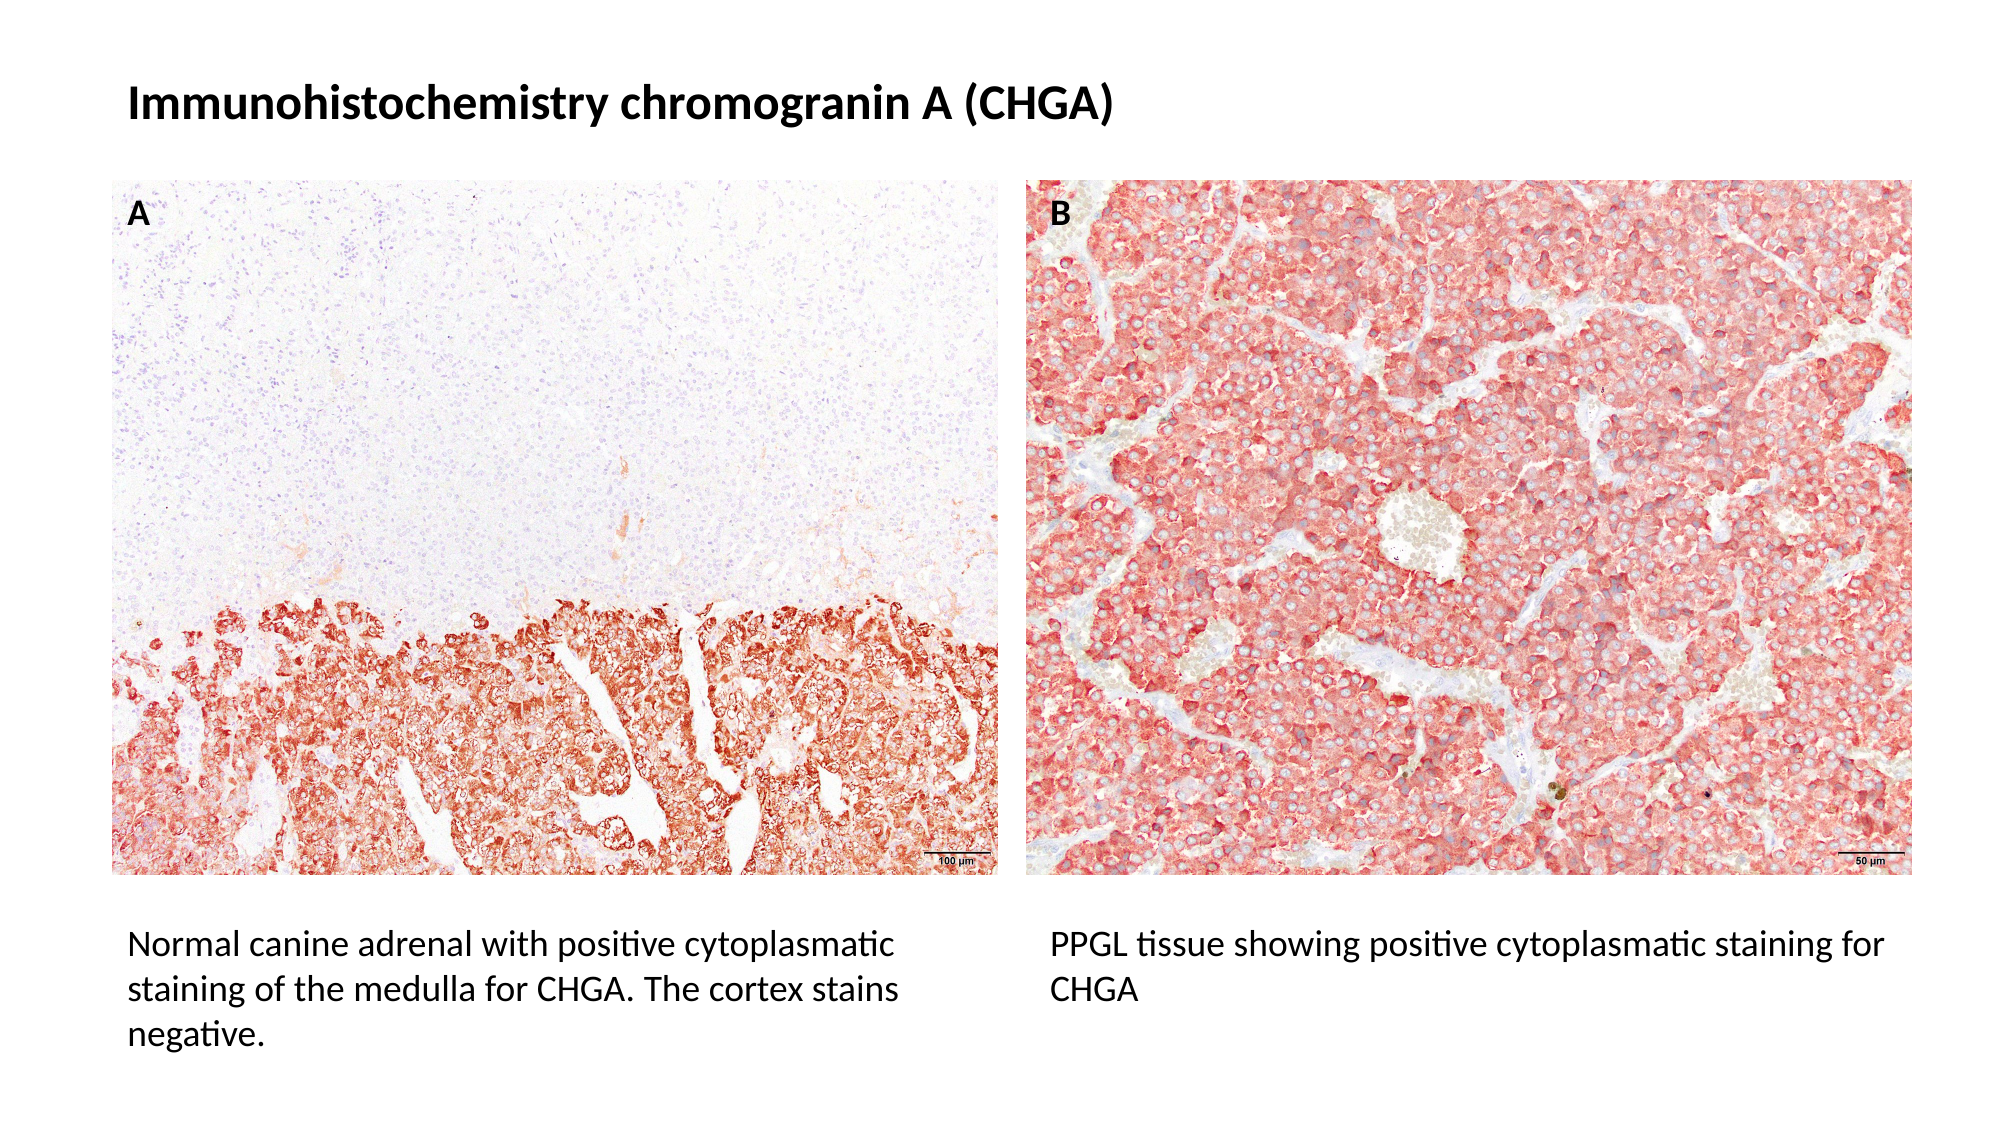

Immunohistochemistry chromogranin A (CHGA)
B
A
Normal canine adrenal with positive cytoplasmatic staining of the medulla for CHGA. The cortex stains negative.
PPGL tissue showing positive cytoplasmatic staining for CHGA

## Slide 2
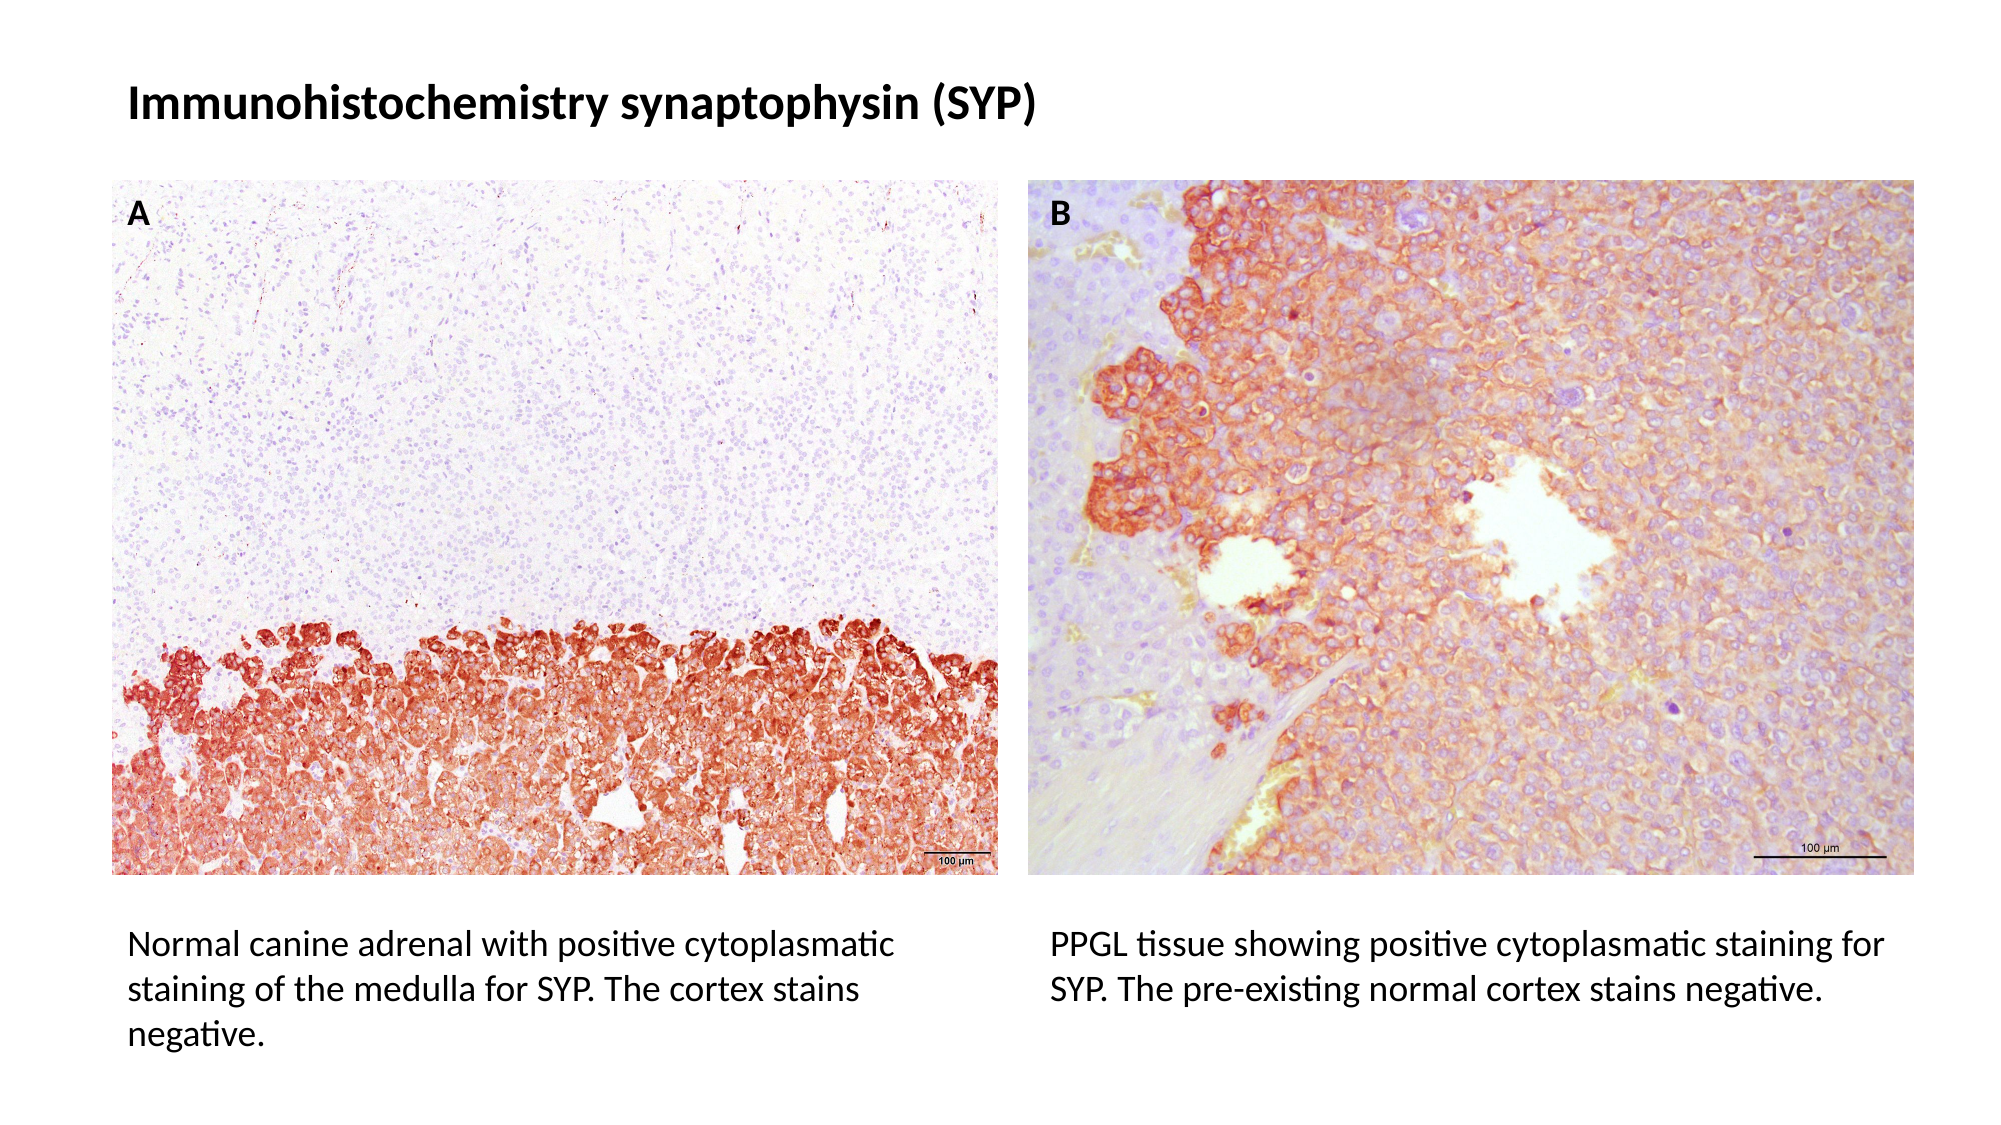

Immunohistochemistry synaptophysin (SYP)
B
A
Normal canine adrenal with positive cytoplasmatic staining of the medulla for SYP. The cortex stains negative.
PPGL tissue showing positive cytoplasmatic staining for SYP. The pre-existing normal cortex stains negative.

How the deposited data were processed for this re-analysis (not part of the article)

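Gene expression was measured by RNA sequencing in 29 samples of dogs: 10 NAMs, 7 tumors of PPGL group 1 and 12 tumors of PPGL group 2. The unit is the count: the authors deposited 1 table with the count of reads on the exons of each Ensembl gene in each sample, from single-end reads of 50 bp aligned to CanFam3.1, with no normalization. The values were checked to be whole numbers, and 30951 genes were listed, of which 24051 had a count in at least 1 sample. The table named 18239 genes, 4 more took their names from the paper's supplement and 12708 had no name. PCLAF, SDHD and CHGA were not found by name, and GFRAL, VEGFD and GDF15 did not pass the low-count filter between PPGLs and NAMs.

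Totals per sample were 19258054 to 35918182 counts in NAMs and 18208718 to 31919833 in PPGLs. The smallest share these depths can show was taken as 3 counts, which is 0.0835 to 0.156 CPM in NAMs and 0.0940 to 0.165 CPM in PPGLs, and a fold against a group at or under it is given as a lower bound.

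Counts were filtered by edgeR's filterByExpr with its default minimum count of 10 and minimum total of 15, and normalized by TMM. PPGLs were compared with NAMs in all 29 samples, and group 1 with group 2 in the 19 PPGLs. Each comparison used edgeR's quasi-likelihood (QL) F test, which also gave the log2 FC (prior count 0.125). The SE was derived as the absolute log2 FC divided by the square root of F. A two-sided Mann-Whitney U-test was also run on TMM-normalized CPM. It used the normal approximation and tie correction for PPGLs against NAMs and the exact distribution for the groups. Benjamini-Hochberg correction was applied over the genes tested. The thresholds were the paper's: an FDR-adjusted p below 0.05 for PPGLs against NAMs and below 0.1 for the groups, and a log2 FC over 3 or under -3. The genes named are all genes the paper names that were found, and the 10 genes per direction and comparison with the largest log2 FC among those past both thresholds whose lowest sample of the higher group lay above the median of the lower group; that rule gave 50 higher and 111 lower genes to choose from in PPGLs and 14 and 87 in group 1.

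Principal components were computed from the 500 most variable genes as log2 TMM-normalized CPM with a prior count of 2. Samples were clustered on the z-scores of the genes past both thresholds, with complete linkage. Gene lists were written by hand, since the pathway gene sets used by the authors were not used here. Lists were tested with limma's camera at an inter-gene correlation of 0.01, and the mean score of each list was compared with 100000 permutations, or all splits where these were fewer. PTN was compared between the 3 groups by a Kruskal-Wallis test and two-sided permutation tests with Bonferroni correction over 3 pairs.

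The alternatives were DESeq2's size factors or library size in place of TMM, DESeq2's Wald test, no filter or a filter of at least 1 CPM, a prior count of 2, the ratio of group means, the sample number as a replicate block, the cortical score as a covariate, all 3 groups in the fit, each PPGL left out in turn in the group comparison, the exact or approximate form of the Mann-Whitney U-test, other gene sets and transformations for the components and the clustering, other list tests, and other scalings and a rank sum for PTN. These choices, the tests and the rule for named genes were made before the data were examined. Added after the data were seen were gene lists with the replicate block, Dunn's test for PTN, the mitosis and DNA replication scores without each PPGL, the erythroid score without HBM, and the genes down without those of the cortical and steroidogenesis lists. The fit with the cortical score as a covariate was run on all genes, but its values are not given for cortical marker genes, which make up the score, for steroidogenesis genes, and for the lists of both; the plan had left out the steroidogenesis list, and the rest was left out after values had been seen. Lists with fewer than 5 genes left were not tested without the genes the paper names. The replicate numbers in the sample labels count different animals in each group.

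The steps were tested on simulated data in which 189 of 14666 genes in the layout of PPGLs against NAMs and 196 of 14538 in that of the groups were changed 8-fold. The QL test recovered 93.1% with 7 false calls and 90.8% with 14, and the Mann-Whitney U-test 89.4% with 4 and 85.2% with 21. A gene counted as recovered when it passed the FDR threshold of its comparison in the right direction. The log2 FC threshold was not applied, so these shares do not describe the calls past both thresholds. R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15 and matplotlib 3.10.9 were used. The immunohistochemistry, survival and clinical data were not analysed here, nor were the 2 tumors the authors excluded. The 2 PPGL groups were taken as the authors assigned them. A gene named in the paper is not reported here.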

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

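The tests of genes outside the paper's tables and of samples far from their group were chosen only after the results were seen.

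Among the genes ranked by the rule for named genes, 6 that are past both thresholds between PPGLs and NAMs are not in the paper's tables: MBNL3 (log2 FC 5.79, SE 0.96, FDR-adjusted p = 3.92e-05), STC2 (log2 FC 4.56, SE 0.88, FDR-adjusted p = 0.000207), PDE1A (log2 FC 4.53, SE 1.06, FDR-adjusted p = 0.00138), MYPN (log2 FC -7.36, SE 0.56, FDR-adjusted p = 2.80e-10), C4BPA (log2 FC -4.77, SE 0.61, FDR-adjusted p = 1.32e-06) and SLC22A6 (log2 FC -4.64, SE 0.67, FDR-adjusted p = 7.42e-06), all by edgeR. For MBNL3, whose NAMs are at or under 3 counts, the increase is at least 19.9-fold. MYPN, C4BPA and SLC22A6 were below every NAM in all 19 PPGLs. In libraries thinned to the smallest total, 5 of the 6 genes were past both thresholds, so a difference in depth does not explain most of them. In 1 of them, PDE1A, a single tumor held over 50% of the counts of the PPGLs (75.8%). With the cortical score as a covariate, 4 of the 6 were still past an FDR-adjusted p of 0.05 in the same direction by edgeR, and PDE1A (log2 FC 0.73) and SLC22A6 (log2 FC -1.76) were not. C4BPA and SLC22A6 followed the cortical score across the NAMs (Pearson r 0.788 and 0.803, n = 10), so cortical cells in the NAMs could account for part of their difference. The origin of the samples cannot be told apart from their tissue, so no biological explanation is singled out for the other 4 genes.

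Between the PPGL groups, 8 such genes are outside the paper's tables: RPH3A (log2 FC 6.69, SE 1.14, FDR-adjusted p = 0.00555), ENSCAFG00000041534 (log2 FC 4.58, SE 0.74, FDR-adjusted p = 0.00541), PTPRT (log2 FC 3.99, SE 0.90, FDR-adjusted p = 0.0228), ADRA2C (log2 FC 3.98, SE 0.70, FDR-adjusted p = 0.00606), HAO2 (log2 FC -7.65, SE 1.30, FDR-adjusted p = 0.00555), ENSCAFG00000042411 (log2 FC -7.50, SE 1.21, FDR-adjusted p = 0.00541), ENSCAFG00000046536 (log2 FC -7.35, SE 1.16, FDR-adjusted p = 0.00623) and TNMD (log2 FC -7.03, SE 1.63, FDR-adjusted p = 0.0249), all by edgeR. For ENSCAFG00000046536, whose group 1 tumors are at or under 3 counts, the decrease is at least 6.80-fold. In thinned libraries 6 of the 8 genes were past both thresholds. In 3 of them, RPH3A (86.0%), ADRA2C (68.1%) and ENSCAFG00000041534 (52.9%), a single tumor held over 50% of the counts of group 1. Of the 4 genes lower in group 1, 1, TNMD, followed the cortical score across the NAMs with a Pearson r over 0.7 (0.791, n = 10). Among the 4 higher genes, PTPRT ran against the score with a Pearson r under -0.7 (-0.704, n = 10). RPH3A (-0.534) and ADRA2C (-0.528) did not reach this limit, and ENSCAFG00000041534 had no value. With the score as a covariate, no gene was past the threshold between the groups (1523 had an unadjusted p below 0.05), and the log2 FCs were 10.55 for RPH3A, 4.69 for ENSCAFG00000041534, 3.10 for PTPRT, 2.15 for ADRA2C, -0.98 for HAO2, -2.61 for ENSCAFG00000042411, -3.66 for ENSCAFG00000046536 and 0.81 for TNMD. Those of RPH3A and ENSCAFG00000041534 were thus not reduced and that of TNMD changed sign, but the score follows the groups, so this fit does not tell any of the 8 apart from a share of cortical cells.

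The NAMs and group 1 were searched for a sample far from the others of its group, and group 2, with more than 10 tumors, was not. One was found in 20 of 206 groups of values (103 values in each of the 2 groups), where chance alone gives about 10.3. The number compares the gap to the nearest sample with the range of the group. In group 1 it was 0.815 for DRD2 (seventh replicate, lowest), 0.923 for OXT and 0.625 for UCN (the same tumor, highest) and 0.587 for the erythroid score (the same tumor, lowest). The sixth replicate was highest for MC2R (0.639), ERBB4 (0.578) and NWD2 (0.574) and lowest for PDGFRB (0.576). The third replicate was highest for HBM (0.593) and CCBE1 (0.605), and the second was lowest for SOAT1 (0.598) and highest for TOX2 (0.570). In the NAMs, the tenth replicate was highest for the DNA replication score (0.475) and BUB1 (0.538), the third was highest for FOXI3 (1) and NWD2 (0.473) and lowest for KDR (0.468), the ninth was highest for NCAN (0.495), the eighth was highest for CELA1 (0.556) and the fourth was lowest for OXT (0.548). In FOXI3 and NCAN the NAMs are near or under the floor, where 1 read moves the value. The sample had the lowest or highest total of its group in 6 of the 20 cases, so depth does not explain most of them. The sixth and seventh replicates of group 1 account for 4 of these values each. The total of the seventh is 6th of 7 in rank from the lowest, and that of the sixth is the lowest of the group, so depth is not excluded for its 4 values. A mixed or mislabelled sample was not tested, and no biological explanation was tested.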

How the results depend on the processing

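No test in this part was chosen only after its result was seen, except the gene lists with the replicate block, Dunn's test for PTN, the mitosis and DNA replication scores without each PPGL and the erythroid score without HBM, which were added after the data were seen. The 3 comparisons of PTN kept their direction and side of the threshold under all 5 alternatives tried for them, Dunn's test included. Where a value below moved or changed sign, the cause was not tested.

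Both the separation of PPGLs from NAMs on the first principal component and that of the PPGL groups on the second kept their direction and a permutation p below 0.05 under all 4 alternatives tried for them, with differences from 53.1 to 121 and from 35.2 to 71.9. Of the other results, those for single genes and lists changed direction or side of the threshold in 1 of 166 cases with DESeq2's size factors, 4 of 166 with library size only, 5 of 144 with DESeq2's Wald test, 2 of 144 without a filter, 0 of 135 with at least 1 CPM, 0 of 144 with a prior count of 2, 0 of 143 with the ratio of group means, 37 of 166 with the replicate block (27 weaker, 3 stronger, 7 reversed), 87 of 145 with the cortical score as a covariate (58 weaker, 10 stronger, 19 reversed), 12 of 144 with 3 groups in the fit, 8 of 22 with the correlation estimated per list, 4 of 22 with limma's fry and 1 of 18 for lists without the genes the paper names.

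In the edgeR counts, main values were 306 genes up and 117 down between PPGLs and NAMs, and 470 (FDR 0.05), 1015 (FDR 0.1), 62 up and 163 down between the groups, with 17 up and 39 down in both comparisons. Without a filter they were 919 up and 244 down against NAMs, 245 up and 282 down between the groups, and 97 and 65 in both. DESeq2's Wald test gave 1200 and 1793 genes between the groups and 6 up in both, and a filter of at least 1 CPM 9 up in both. With 3 groups in the fit there were 272 genes down against NAMs, 1637 and 2567 between the groups (103 up, 271 down) and 146 down in both. The cortical score as a covariate gave 2263 genes at an FDR of 0.05 against NAMs, where the fit without it gave 5541. Between the groups it gave 0 genes at either FDR, up or down, with 1523 at an unadjusted p below 0.05, and so 0 up and 0 down in both.

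The Mann-Whitney counts were 218 up and 115 down against NAMs, 159 and 404 between the groups, and 2 up and 38 down in both. Without a filter they were 347 up and 231 down against NAMs, 87 and 215 between the groups and 1 up in both; library size only and at least 1 CPM each gave 1 up in both. The normal approximation between the groups gave 0 genes at either FDR, up or down, with 2131 genes at an unadjusted p below 0.05, and so 0 up and 0 down in both.

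The replicate numbers are shared by the groups but count different animals. Deviations from the group mean of samples with the same number had a mean correlation of -0.00920 for NAMs and group 1, 0.0328 for NAMs and group 2 and -0.0318 for the 2 PPGL groups, so the numbers do not pair the samples. With the replicate block, edgeR gave 158 genes up and 243 down against NAMs, 17 and 47 between the groups (4 up, 29 down) and 1 up and 21 down in both. The block changed the sign of the log2 FC against NAMs of DPP6 (-0.90), ISL1 (-0.80), BRINP1 (-0.13), VSTM2L (-0.51) and PDGFRB (-0.38), and, in the lists between the groups, of the chromaffin markers (-0.30) and the TCA cycle enzyme genes (-0.00886).

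With the cortical score as a covariate, the log2 FC against NAMs reversed for MYBL2 (-0.28), PTN (-0.15), DPP6 (-4.82), ISL1 (-5.03), BRINP1 (-3.31), VSTM2L (-3.27), LMAN1L (0.42), PDGFB (-0.0507), PDGFC (0.55), PDGFRA (0.26), PDGFRB (-0.0290) and the DNA replication list (-0.22). Between the groups it reversed for ALK (-0.46), ACSBG1 (0.10), TOP2A (-0.0397), MYBL2 (-0.85), TNMD (0.81), the VEGF and PDGF list (-0.27) and the housekeeping list (0.10). The median of the mitosis genes between the groups was 0.38 (camera p = 0.632). With 3 groups in the fit, DPP6 (-0.62), ISL1 (-0.22), BRINP1 (-0.0314), VSTM2L (-0.42) and PDGFRB (-0.10) changed sign against NAMs.

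The other reversals were of PDGFC against NAMs (0.0472) and the housekeeping list against NAMs (0.0237) and between the groups (0.0722) with library size only, the same list between the groups without the genes the paper names (0.0488), VSTM2L (-0.00710) and PDGFRB (-0.00684) against NAMs without a filter, and ALK between the groups with DESeq2's Wald test (-0.56). With the correlation estimated per list, the camera p was 0.126 for the mitosis genes against NAMs (median log2 FC 2.20), 0.347 for the respiratory chain genes (-0.23) and 0.0624 for the mitosis genes between the groups (1.68). In the clustering, 1 sample lay outside its tissue with 1 minus the Pearson correlation. With the 500 most variable genes 10 did, the most the count can reach, and neither branch was mostly NAMs.

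Across the 19 fits that each left out 1 PPGL, edgeR counted 225 to 562 genes between the groups at an FDR of 0.05 and 525 to 1218 at 0.1, with 49 to 76 up, 131 to 181 down, and 11 to 22 up and 29 to 41 down in both comparisons. The log2 FC of ALK between the groups ranged from -1.19 to 2.46, and was lowest, with a changed sign, without the seventh replicate of group 1. Without that tumor, the log2 FC fell from 1.80 to 0.44 for MKI67 (FDR-adjusted p = 0.617), from 2.22 to 0.79 for TOP2A (FDR-adjusted p = 0.367), from 2.38 to 1.33 for BUB1 (FDR-adjusted p = 0.216) and from 3.17 to 0.46 for MYBL2 (FDR-adjusted p = 0.734). The difference in the mitosis score between the groups was 1.14 with all PPGLs and ranged from 0.75 to 1.48, lowest without the same tumor (exact p = 0.0507) and with an exact p below 0.05 when any other tumor was left out. For the DNA replication score the difference was 1.04 and ranged from 0.75 to 1.24, also lowest without this tumor but with an exact p of 0.00431. The difference in the mitosis genes therefore rests in part on 1 tumor, and that in the DNA replication score keeps a p below 0.05 without it.

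With the share of higher genes among those called at 59.5% against NAMs and 57.3% between the groups, library size only gave 65.5% and 63.3%, and the replicate block 48.9% and 21.3%. Depth limits the genes near the floor: GFRAL, GDF15 and VEGFD were not tested between PPGLs and NAMs under the filter. For FOXI3 and HBM only a lower bound of the change against NAMs can be given. Leaving out each sample in turn was not planned against NAMs, values with the cortical score are not given for single steroidogenesis and cortical marker genes, and lists with fewer than 5 genes left were not run without the genes the paper names.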

Differences from the paper's values

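No test in this part was chosen only after the result was seen, except Dunn's test. With edgeR's QL test, 306 genes were up in PPGLs against NAMs against the paper's 149. Of the alternatives set before the data were examined, the replicate block gave 158, within 1.5 times the paper's value, and the others did not come within it (from 231 to 919 genes). The block called 97 of the paper's 149 genes and the fit without it 145. The Mann-Whitney U-test gave 218 genes up, within 1.5 times the paper's value, as were the 172 with at least 1 CPM.

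Between the groups, the QL test gave 470 genes at an FDR below 0.05 against the paper's 0. Of the alternatives set before the data were examined, the cortical score as a covariate gave 0 (with 1523 genes at an unadjusted p below 0.05), and the others gave 17 or more. The exact Mann-Whitney U-test gave 159, and of the alternatives set before the data were examined the normal approximation gave 0, with 2131 genes at an unadjusted p below 0.05, and the others did not.

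At an FDR below 0.1, the QL test gave 1015 genes against the paper's 52, of which 62 were up against the paper's 9 and 163 down against the paper's 24. The replicate block, set before the data were examined, came within 1.5 times the paper's value for the total (47) and for the genes down (29) but not for the genes up (4), and none of the other alternatives set before the data were examined did for any of these. However, the block called 10 of the 24 genes down and 4 of the 9 up that the paper lists, where the fit without it called 23 and 8. All 4 genes it called up and 10 of the 29 it called down are thus among those the paper lists. The exact Mann-Whitney U-test gave 404 genes against the paper's 52 and 108 down against the paper's 24, and none of the alternatives set before the data were examined closed either gap.

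In both comparisons, 17 genes were up by the QL test against the paper's 1 and 39 down against the paper's 8. The replicate block gave 1 up, and the other alternatives set before the data were examined did not reach the paper's 1; for the genes down none closed the gap. By the Mann-Whitney U-test, 2 were up against the paper's 1 and 38 down against the paper's 8. Library size only, no filter and at least 1 CPM each gave 1 up, DESeq2's size factors, the ratio of group means and the normal approximation between the groups did not, and no alternative set before the data were examined closed the gap for the genes down.

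For PTN between group 1 and group 2, the exact permutation test gave a Bonferroni-adjusted p of 0.000119 against the paper's 0.006, and none of the alternatives set before the data were examined closed the gap; Dunn's test, chosen after seeing the values, gave 0.00896, within 1.5 times the paper's value.

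The paper lists COL22A1 among the genes past the threshold in group 1; its log2 FC was 2.97 here, just under it. GFRAL is among the paper's upregulated genes and was not tested here against NAMs under the low-count filter. Without the filter it was called (log2 FC 9.38, edgeR FDR-adjusted p = 0.000639). The legend of Fig. 7 gives the numbers of genes over and under the thresholds the other way round from the text; 163 genes were down and 62 up in group 1, more down than up as in the text.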

Other observations

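In this part, the tests of gene lists and shared genes in other splits of the samples, of random gene lists, of the mitosis score with its slope removed and of genes outside the score and the steroidogenesis list were chosen only after the result was seen.

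Other splits of the 29 samples into 19 and 10 were compared with the real one. Replicate numbers are shared between the groups, so only splits that part as many same-numbered pairs were drawn, 100 of 17496 with the real one included; the others part fewer or more such pairs. In 1 of the 100 splits, the real one, as many genes were called as in the real split, for each of the edgeR and Mann-Whitney totals, genes up and genes down; the highest other split gave 1766 genes by edgeR. For camera's p-values of the gene lists, 4 of the 100 splits gave as small a value for steroidogenesis, 8 for the TCA cycle enzymes, 40 for the respiratory chain and 11 for mitosis, so camera's p-values for the last 3 lists are not relied on and the permutation tests of the list scores are given at the claims.

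Between the groups, 100 of 128 such splits of the 19 PPGLs were drawn. In 1 of the 100, the real one, as many genes were called by either test at either FDR threshold, up or down, and as many were shared with the comparison against NAMs; the highest other split gave 367 genes by edgeR at an FDR of 0.1. For the steroidogenesis list 1 of the 100 splits, the real one, gave as small a camera p and for the mitosis list 5. The authors drew the groups from the PCA of these same samples, so these counts cannot tell a real grouping from one chosen on the data. This reading of the counts was chosen after they were seen.

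Cortical cells in the NAMs are a candidate explanation for the genes lower in PPGLs. With the cortical score as a covariate, 21 of 117 such genes were still past both thresholds and 45 still lower at an FDR of 0.05. Of the 117 genes, 11 are in the score or the steroidogenesis list, and the fit compares these with themselves or close relatives. Of the other 106, 21 were still past both thresholds and 41 still lower, as cortical cells would give. However, 88 genes, most of them others, were then down past both thresholds, and the score follows tissue and takes out other differences as well. Of the 117 genes, 35.0% had a Pearson r over 0.7 to the score across the 10 NAMs, and 29.2% of the other 106, so the 2 measures do not agree. Between the groups, 28.7% of the genes down in group 1 had a Pearson r over 0.7 to the cortical score across the 10 NAMs, against 11.8% of all genes, and 17.5% of the genes up ran against it, against 13.2%. Both are under the 50% set for this explanation. Without genes of the score or the steroidogenesis list, the share of genes down was 23.4%. Without the genes that follow the score, the exact p of the second component between the groups was 1.98e-05. This is the smallest p the test can give and also the value before these genes were taken out, and the authors drew the groups from the PCA, so it describes the split and does not weigh this explanation. The covariate leaves no gene between the groups (1523 at an unadjusted p below 0.05), so a share of cortical cells and the groups cannot be told apart for single genes. The second component did not follow the cortical score past an adjusted p of 0.05 within group 1 (Pearson r -0.349, permutation p = 0.439, adjusted 0.472; Spearman rho -0.286, permutation p = 0.556, adjusted 0.649; r 0.316 without the 2 farthest samples; n = 7), group 2 (Pearson r -0.394, permutation p = 0.205, adjusted 0.261; Spearman rho -0.448, permutation p = 0.147, adjusted 0.206; r -0.154 without the 2 farthest samples; n = 12) or NAMs (Pearson r -0.659, permutation p = 0.0357, adjusted 0.0625; Spearman rho -0.503, permutation p = 0.144, adjusted 0.206; r -0.0466 without the 2 farthest samples; n = 10). The first component followed it within group 1 (Pearson r -0.881, permutation p = 0.0113, adjusted 0.0264; Spearman rho -0.786, permutation p = 0.0480, adjusted 0.112; r -0.823 without the 2 farthest samples; n = 7), within group 2 (Pearson r -0.941, permutation p = 2.00e-05, adjusted 0.000140; Spearman rho -0.832, permutation p = 0.00124, adjusted 0.00579; r -0.888 without the 2 farthest samples; n = 12) and within NAMs (Pearson r -0.927, permutation p = 0.000280, adjusted 0.00131; Spearman rho -0.867, permutation p = 0.00213, adjusted 0.00745; r -0.962 without the 2 farthest samples; n = 10), among 14 relations tested with Benjamini-Hochberg adjustment.

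The mitosis score was higher in group 1. After taking out its slope on the cortical score in group 2 (-0.0410), the difference was 0.91 with an exact p of 0.0408. With the score as a covariate across both groups, the median log2 FC of the mitosis genes was 0.38, and the correlation of the 2 scores had no adjusted p below 0.05 within group 1 (Pearson r -0.773, permutation p = 0.0476, adjusted 0.0741; Spearman rho -0.750, permutation p = 0.0663, adjusted 0.133; r -0.445 without the 2 farthest samples; n = 7) or group 2 (Pearson r -0.124, permutation p = 0.7004, adjusted 0.7004; Spearman rho -0.147, permutation p = 0.650, adjusted 0.699; r -0.262 without the 2 farthest samples; n = 12). The mitosis difference therefore cannot be told apart from a different share of cortical cells.

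HBM may come from red blood cells in the tumor samples. Of 9 other erythroid genes, 7 were higher in PPGLs, 4 with an edgeR FDR-adjusted p below 0.05, and 1 was lower at that threshold. None of the correlations of HBM with their mean had an adjusted p below 0.05, across the PPGLs (Pearson r 0.439, permutation p = 0.0609, adjusted 0.0853; Spearman rho 0.248, permutation p = 0.304, adjusted 0.387; r 0.524 without the 2 farthest samples; n = 19), within group 1 (Pearson r 0.312, permutation p = 0.411, adjusted 0.472; Spearman rho 0.143, permutation p = 0.783, adjusted 0.783; r 0.178 without the 2 farthest samples; n = 7) or within group 2 (Pearson r 0.627, permutation p = 0.0287, adjusted 0.0575; Spearman rho 0.476, permutation p = 0.118, adjusted 0.206; r 0.527 without the 2 farthest samples; n = 12), so although the mean of these 9 genes was higher in PPGLs by 0.60 (permutation p = 0.00246), blood can be neither shown nor excluded. FOS (log2 FC 3.57, SE 0.76, edgeR FDR-adjusted p = 0.000571) and the other immediate early genes followed each other across the PPGLs (Pearson r 0.869, permutation p = 1e-05, the smallest the permutations can give, adjusted 0.000140; Spearman rho 0.823, permutation p = 2.00e-05, adjusted 0.000280; r 0.833 without the 2 farthest samples), as within group 1 (Pearson r 0.974, permutation p = 0.000992, adjusted 0.00278; Spearman rho 1, permutation p = 0.000397, adjusted 0.00278; r 0.957 without the 2 farthest samples; n = 7) and group 2 (Pearson r 0.874, permutation p = 0.000490, adjusted 0.00171; Spearman rho 0.755, permutation p = 0.00640, adjusted 0.0179; r 0.893 without the 2 farthest samples; n = 12), but 5 of 18 were higher and 2 lower in PPGLs at an FDR of 0.05, so a response at sampling cannot be told apart from one in the tumor. For both genes, how the 2 parts of the test were to be weighed was made uniform after the values were seen.

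Totals were lower in PPGLs than in NAMs (permutation p = 0.00492) and did not differ between the groups beyond the spread (exact permutation p = 0.490). With every library thinned to the smallest total, 403 genes were past both thresholds against NAMs, 388 of them among the 423 called at full depth, and 211 between the groups, 208 of them among 225. Without the 10 genes with the most counts, the numbers were 420 and 226. The log2 FC followed the summed exon length with a Spearman rho of 0.0147 and 0.0288 across genes. Depth, a few large genes and gene length thus do not account for the calls. Counts of single tumors held over 50% of the summed counts of the PPGLs in 47.7% of the genes called up by edgeR and not by the Mann-Whitney U-test, under the 50% set for this explanation, but above the 19.7% of the genes called by both.

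Of 10000 random lists matched on mean expression, 2.29% fell as much as the TCA cycle enzyme genes and 4.12% as much as the respiratory chain genes, both under the 5% set for a shift shared by highly expressed genes. However, the score of 12 housekeeping genes was lower in PPGLs as well, by 0.35 (permutation p = 0.000210, adjusted 0.000588), against 0.46 for the TCA cycle enzymes and 0.30 for the respiratory chain, and 13.6% of the lists matched to it fell as much, so such a shift is not ruled out. The lower expression of the 2 lists in PPGLs was measured and only its source is open, and cortical cells in the NAMs are not ruled out.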
